# UPF1 plays critical roles in early B cell development

**DOI:** 10.1038/s41467-024-50032-6

**Published:** 2024-07-09

**Authors:** Noriki Iwai, Kotaro Akaki, Fabian Hia, Wei Li, Masanori Yoshinaga, Takashi Mino, Osamu Takeuchi

**Keywords:** RNA quality control, Gene regulation in immune cells, RNA decay, B cells

## Abstract

The ATP-dependent RNA helicase UPF1 plays a crucial role in various mRNA degradation pathways, most importantly in nonsense-mediated mRNA decay (NMD). Here, we show that UPF1 is upregulated during the early stages of B cell development and is important for early B cell development in the bone marrow. B-cell-specific *Upf1* deletion in mice severely impedes the early to late LPre-B cell transition, in which V_H_-D_H_J_H_ recombination occurs at the *Igh* gene. Furthermore, UPF1 is indispensable for V_H_-D_H_J_H_ recombination, without affecting D_H_-J_H_ recombination. Intriguingly, the genetic pre-arrangement of the *Igh* gene rescues the differentiation defect in early LPre-B cells under *Upf1* deficient conditions. However, differentiation is blocked again following *Ig light chain* recombination, leading to a failure in development into immature B cells. Notably, UPF1 interacts with and regulates the expression of genes involved in immune responses, cell cycle control, NMD, and the unfolded protein response in B cells. Collectively, our findings underscore the critical roles of UPF1 during the early LPre-B cell stage and beyond, thus orchestrating B cell development.

## Abstract (web summary)

UPF1 is an RNA helicase playing pivotal roles in multiple mRNA degradation pathways. Here authors show that in the absence of UPF1, early to late LPre-B cell transition is halted, which defect can be overcome by exogenous expression of a rearranged heavy chain gene, but additional defects in the differentiation program prevent development to the immature B cell stage.

## Introduction

B lymphocyte development takes place in the bone marrow (BM) through the sequential events involving proliferation and DNA recombination at the V(D)J region of the *immunoglobulin* (*Ig) heavy chain* (*Igh*) locus and the VJ region of the *Ig light chain* locus. This process results in the generation of a diverse array of peripheral antibodies, culminating in the establishment of humoral immunity^1–3^. The process begins with the D-J recombination at the *Igh* locus (D_H_-J_H_) during the pro-B stage, followed by the V_H_-D_H_J_H_ recombination occurring at the early large pre (eLPre)-B stage^4^. In conjunction with surrogate light chains, the successfully recombined *Igh* gene facilitates the expression of pre-B cell receptor (BCR) at the late large pre (lLPre)-B stage. This event promotes cell survival and proliferation, as well as V-J recombination at the *Ig light chain* (V_L_-J_L_) locus during the small pre (sPre)-B stage. Upon the successful recombination at the *Ig light chain* locus, B cells express their own BCR to progress to the immature (Imm)-B stage. Throughout B lymphopoiesis in the BM, these cell state transitions are orchestrated by sequential gene expression programs and harmonious control of transcriptional factors, including E2A, EBF1, and Pax5^5^.

In addition to transcriptional control of gene expression, post-transcriptional mRNA decay programs emerge as indispensable players in sculpting the transcriptomic landscape, a critical role during B cell development^6^. A dynamic interplay of RNA-binding proteins (RBPs) is initiated by their recognition of *cis*-elements within target mRNAs. This recognition paves the way for the recruitment of ribonucleases that execute mRNA degradation through processes such as deadenylation or endoribonuclease activities. Among the array of RBPs, the Zinc finger protein 36 (ZFP36) family members, ZFP36L1 and ZFP36L2, emerge as key players in promoting V(D)J recombination. They achieve this by preserving cell quiescence before pre-BCR expression, primarily through their recognition of AU-rich element-containing mRNAs^7^. The splicing regulators TIA1 and TIAL1 play a pivotal role in B cell development by inducing the expression of the DNA damage repair machinery^8^. In addition, post-transcriptional mRNA *N*^*6*^-methyladenosine (m^6^A) modification catalyzed by is required for the large-pre-B-to-small-pre-B transition, emphasizing the multi-tiered significance of post-transcriptional regulation during the B cell development^4^. The components of RNA decay machinery, such as CNOT3 within the carbon catabolite repression 4-negative on TATA-less (CCR4-NOT) deadenylation complex, are essential for V(D)J recombination via the suppression of p53 expression^9,10^. Furthermore, elements of RNA exosome, another ribonuclease complex, contribute by regulating proper B lymphopoiesis during the pro-B cell to large pre-B cell transition, primarily through the degradation of long non-coding RNAs^11,12^. With the accumulating knowledge in this field, B cell differentiation serves as an ideal system for the in vivo assessment of the roles played by post-transcriptional regulation.

Upstream frameshift 1 (UPF1) is an ATP-dependent RNA helicase involved in various mRNA degradation pathways, including nonsense-mediated mRNA decay (NMD), Staufen-mediated mRNA decay (SMD), and Regnase-1-mediated mRNA decay. Mechanistic roles of UPF1 were most extensively characterized in NMD, which is triggered by translation termination at a premature termination codon (PTC), leading to the formation of SMG1-UPF1-eRF1-eRF3 (SURF) complex^13–15^. Subsequently, the kinase SMG1 phosphorylates UPF1 upon interaction with the exon-junction complex (EJC), and the phosphorylated UPF1 (p-UPF1) recruits the endoribonuclease SMG6 and adapter proteins SMG5 and SMG7, which in turn recruit XRN1 or the CCR4-NOT complex for target mRNA degradation^14,16–18^. UPF1 is also involved in the degradation of immune-related mRNAs by RNase Regnase-1, which forms a complex with UPF1 to degrade target mRNAs^19–21^. Thus, UPF1 is not only involved in surveilling aberrant mRNAs but also regulates the decay of a set of cellular mRNAs.

While the in vitro mechanisms of UPF1-mediated mRNA metabolism are well-characterized, its in vivo role has remained less known. In this study, we generate B cell-specific *Upf1* knockout mice, allowing us to explore the cell-intrinsic function of UPF1 in B cell development. Thus, we follow this process from early to late LPre-B cells and through the sPre- to the immature B stage. UPF1 interacts with and controls the expression of genes involved in immune responses, cell cycle regulation, and unfolded protein response (UPR) in B cells. Collectively, this study provides mechanistic insight into the complex in vivo role of UPF1 in B cell differentiation.

## Results

### UPF1 expression increases in early LPre-B cells and late LPre-B cells

We first examined the expression level of UPF1 at distinct stages of B cell development using mouse BM cells (Fig. 1a and Supplementary Fig. 1a). Interestingly, the UPF1 protein expression was remarkably upregulated in early LPre- and late LPre-B cells compared to pre-pro-, pro-, sPre-, Imm-, and recirculating (Rec)-B cells (Fig. 1b). Furthermore, phosphorylation of UPF1 at S1111 residue, which is known to be mediated by SMG1 during initiation of NMD^22^, was highly increased in early LPre and late LPre-B cells. Conversely, the mRNA expression levels of *Upf1* remained relatively consistent across the various stages of B cell differentiation (Fig. 1c), suggesting that the UPF1 protein is controlled translationally and/or post-translationally during B cell development. These data indicate that both the expression and activity of UPF1 dynamically change during B cell development.

**Fig. 1:**
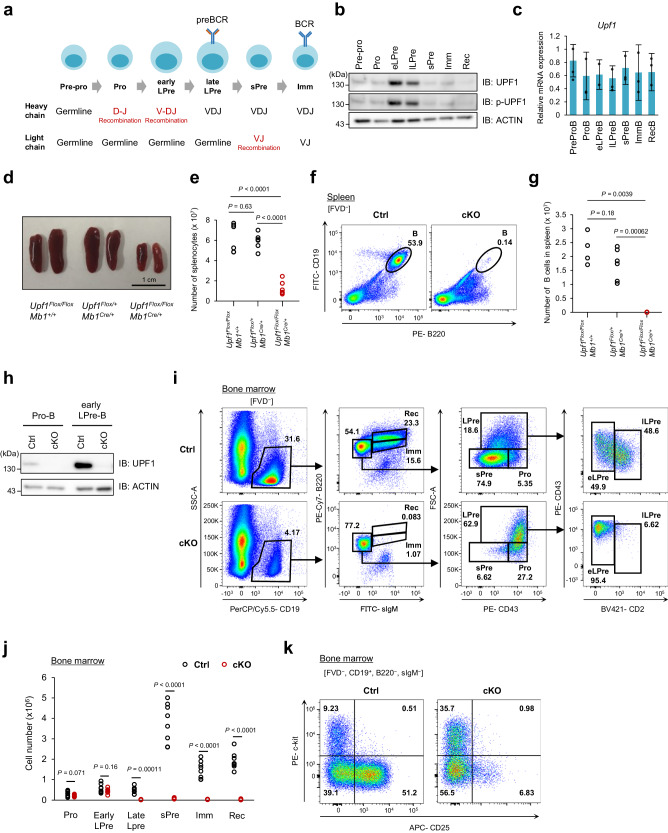
UPF1 is essential for B cell differentiation from early LPre-B to late LPre-B cell. **a** Schematic illustration of B cell development in mammalian BM. **b** Immunoblot showing protein expression and phosphorylation (S1111) of UPF1 at each stage of B cell differentiation in mouse BM. The B cell progenitors were identified as Pre-pro-B (Lineage^–^, CD19^–^, B220^+^, sIgM^–^), Pro-B (Lineage^–^, CD19^+^, B220^+^, sIgM^–^, CD43^hi^, FSC^lo^, CD25^–^, CD2^–^), early large pre (LPre)-B (Lineage^–^, CD19^+^, B220^+^, sIgM^–^, CD43^+^, FSC^hi^, CD2^–^), late LPre-B (Lineage^–^, CD19^+^, B220^+^, sIgM^–^, CD43^+^, FSC^hi^, CD2^+^), small Pre (sPre)-B (Lineage^-^, CD19^+^, B220^+^, sIgM^–^, CD43^lo^, FSC^lo^, CD25^+^, CD2^+^), immature (Imm)-B (Lineage^–^, CD19^+^, B220^lo^, sIgM^+^), and recirculating (Rec)-B (Lineage^–^, CD19^+^, B220^hi^, sIgM^+^). **c** mRNA expression of *Upf1* measured by RT-qPCR at each stage of B cell differentiation in mouse BM (*n* = 3, Each bar represents the mean ± SD from biological replicates). **d** Appearance of mouse spleens from indicated genotypes. **e** Numbers of splenocytes derived from indicated mice (*N* = 6 for each genotype). *P* = 0.63 (*Upf1*^Flox/Flox^/*Mb1*^+/+^ vs. *Upf1*^Flox/+^/*Mb1*^Cre/+^), *P* = 0.000086 (*Upf1*^Flox/Flox^/*Mb1*^+/+^ vs. *Upf1*^Flox/Flox^/*Mb1*^Cre/+^), *P* = 0.00000082 (*Upf1*^Flox/+^/*Mb1*^Cre/+^ vs. *Upf1*^Flox/Flox^/*Mb1*^Cre/+^) (**f**) Flow cytometry plots of B cells (B220^+^, CD19^+^) in the spleen of indicated mice. **g** The cell numbers of splenic B cells (B220^+^, CD19^+^) derived from indicated mice (*Upf1*^Flox/Flox^　*Mb1*^+/+^; *N* = 4, *Upf1*^Flox/+^　*Mb1*^Cre/+^; *N* = 6, *Upf1*^Flox/Flox^ *Mb1*^Cre/+^; *N* = 6). **h** The expression level of UPF1 proteins in pro- or early LPre-B cells derived from Ctrl or cKO mice. **i** Flow cytometry plots of indicated populations in the BM of indicated mice. FVD: Fixable Viability Dye. **j** Cell number of indicated populations in the BM of indicated mice. BM were harvested from bones of both hind legs (*N* = 8 for each genotype). *P* = 0.071 (Pro-B), *P* = 0.155 (eLPre-B), *P* = 0.00011 (lLPre-B), *P* = 0.000012 (sPre-B), *P* = 0.000024 (Imm-B), *P* = 0.000037 (Rec-B) (**k**) Flow cytometry plots of indicated cells derived from BM of indicated mice. Results are representative of at least three independent experiments. The *p*-values were calculated using a two-sided Student’s *t* test. Source data are provided as a Source Data file.

### UPF1 is essential for guiding B cell differentiation from early to late LPre-B stage

To investigate the role of UPF1 during B cell development, we generated *Upf1* flox mice and crossed them with Mb1-Cre mice to achieve B cell-specific *Upf1* depletion (Supplementary Fig. 1b–d). In *Upf1* flox mice, two loxP sites are flanking exons 4-6 of the *Upf1* gene, resulting in the suppression of the UPF1 helicase domain expression upon the expression of Cre recombinase (Supplementary Fig. 1b and c). The size of the spleen and the number of splenocytes in *Upf1*^Flox/Flox^ *Mb1*^Cre/+^ (*Upf1-*cKO) mice were noticeably smaller than that of control (Ctrl) mice (Fig. 1d and e). B cells were rarely found in the spleen of *Upf1-*cKO mice (Fig. 1f and g), indicating that UPF1 is essential for maintaining a mature B cell population in secondary lymphoid organs.

We next examined the effect of UPF1 depletion on B cell differentiation in the BM. We confirmed that UPF1 protein expression was abolished at Pro-B and early LPre-B stages in *Upf1*-cKO mice (Fig. 1h). Flow cytometry analysis revealed that late LPre-, sPre-, Imm-, and Rec-B cell populations vanished in *Upf1*-cKO mice, while the numbers of pro-B and early LPre-B cells remained comparable between Ctrl and *Upf1*-cKO mice (Fig. 1i and j). These findings offer compelling evidence that UPF1 depletion obstructs the differentiation process from early to late LPre-B cells, a pattern that aligns with the observed upregulation of UPF1 expression in this developmental stage (Fig. 1b). The primary distinction between early LPre- and late LPre-B cells is that early LPre-B cells undergo V_H_-D_H_J_H_ recombination, whereas late LPre-B cells bear the recombined *Igh* gene (Fig. 1a). To examine whether the interruption of B cell differentiation in *Upf1-*cKO mice occurs during the V_H_-D_H_J_H_ recombination phase, we stained the BM B cells with cell surface markers, c-kit and CD25, which are highly expressed before and after V_H_-D_H_J_H_ recombination, respectively. We rarely detected CD25^+^ B cells in the *Upf1*-cKO BM (Fig. 1k), ascertaining that UPF1 is essential to establish *Igh*-recombined cells during B cell differentiation. These results suggest that UPF1 is required for the transition from early to late LPre-B cell stage, characterized by V_H_-D_H_J_H_ recombination.

### Transcriptome-scale profiling of early LPre-B cells lacking *Upf1*

Considering the essential role of UPF1 in the differentiation from early to late LPre-B stage, we examined the gene expression profile of early LPre-B cells from *Upf1*-cKO and Ctrl mice through RNA sequencing (RNA-seq) analysis (Fig. 2a and Supplementary Data 1). Our analysis revealed that 540 genes exhibited significantly higher expression levels (Log_2_ fold change (FC) > 2, adjusted P (adj. P) < 0.05), and 201 genes displayed reduced expression (Log_2_FC < −2, adj. P < 0.05) in *Upf1*-deficient early LPre-B cells (Fig. 2a and Supplementary Data 1). Prominently recognized NMD target genes, including *Gas5*, *Gadd45b*, and *Ddit3*, exhibited elevated expression in *Upf1*-deficient cells, suggesting a compromised NMD mechanism within *Upf1*-deficient early LPre-B cells (Fig. 2a). In addition, gene set enrichment analysis (GSEA) using hallmark gene sets revealed enrichment of gene sets associated with interferon (IFN) responses among highly expressed genes in *Upf1*-deficient cells (Fig. 2b). Notably, IFN-stimulated genes (ISGs), such as *Mx2*, *Ifi44*, and *Oasl1*, were highly expressed in *Upf1*-deficient early LPre-B cells (Fig. 2c, d). Conversely, genes linked to E2F TARGETS, OXIDATIVE PHOSPHORYLATION, MYC TARGETS V1, and G2M CHECKPOINT showed decreased expression in *Upf1*-deficient cells (Fig. 2e, f and Supplementary Fig. 2a–f). Moreover, GSEA using all gene sets revealed that *Upf1*-deficient cells expressed diminished levels of the genes associated with adaptive immune responses and cell cycle, including *Igh*-derived transcripts and histone mRNAs, respectively (Fig. 2g–i and Supplementary Fig. 2g, h). These findings collectively underscore the protective role of UPF1 in preventing aberrant expression of IFN signature genes while emphasizing the dependency on UPF1 for the expression of *Igh*-derived transcripts and genes associated with the cell cycle.

**Fig. 2:**
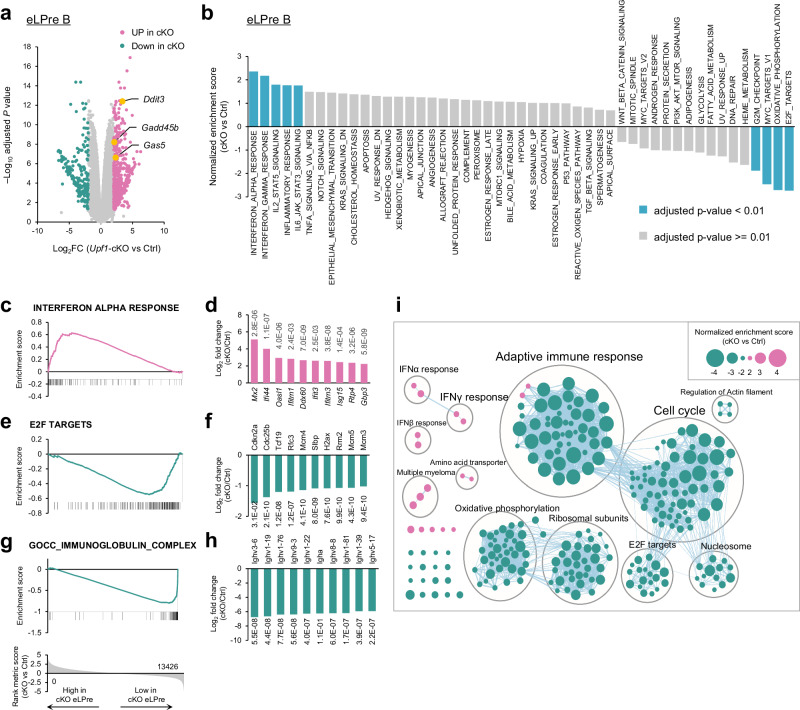
Transcriptome analysis of Upf1-depleted early LPre-B cell. **a** Volcano plot of the genes identified in the RNA-seq analysis of *Upf1*-cKO and Ctrl early LPre-B cells. Pink dots indicate highly expressed genes in cKO (Log_2_FC > = 2, adj. *P* < 0.05), and green dots indicate low expressed genes in cKO (Log_2_FC < = − 2, adj. *P* < 0.05). Known NMD targets (*Gas5*, *Gadd45b*, and *Ddit3*) are highlighted in yellow. The statistical analyses were performed using limma. Source data, including exact adjusted *p*-values, are provided as a Source Data file. **b** Normalized enrichment score of GSEA using hallmark gene sets. A positive number indicates the gene sets enriched in highly expressed genes in *Upf1*-cKO early LPre-B cells, and a negative number indicates those enriched in low expressed genes in *Upf1*-cKO. Significantly enriched gene sets (adj.*P* < 0.01) are colored in light blue. The statistical analyses were performed using GSEA. **c**–**h** Enrichment score plots of “INTERFERON ALPHA RESPONSE” (**c**), “E2F TARGES” (**e**), and “IMMUNOGLOBULIN COMPLEX” (**g**) and bar graph showing Log2FC (*Upf1*-cKO vs Ctrl) of the representative genes in “INTERFERON ALPHA RESPONSE” (**d**), “E2F TARGETS” (**f**), and “IMMUNOGLOBULIN COMPLEX” (H). The top 10 genes showing the highest (**d**) or lowest (**f**, **h**) Log_2_FC are picked up, and the number adjacent to each bar indicates adj.*P*. The statistical analyses were performed using limma. **i** The result of GSEA using all gene sets. Each node indicates identified gene sets and overlapping gene sets are grouped. The size of each dot indicates a normalized enrichment score. Pink and green nodes indicate the gene sets enriched in highly expressed genes and low expressed genes in cKO, respectively.

### Lack of IFN receptor failed to rescue the B cell development in *Upf1*-cKO mice

Since type I IFNs are reported to impede pro-B cell development^23^, we hypothesized that dysregulated expression of ISGs might disrupt the proper differentiation of B cells in *Upf1*-cKO mice. Therefore, we sought to investigate whether the inhibition of IFN signaling could ameliorate the defects in B cell development in *Upf1*-cKO mice by crossing IFN receptor (*Ifnar1*)-KO mice with *Upf1*-cKO mice. However, the spleen size in *Upf1*/*Ifnar1* double knockout (DKO) mice (*Upf1*^Flox/Flox^*Mb1*^Cre/+^*Ifnar1*^–/–^) remained diminutive, akin to that of *Upf1*-cKO mice (Fig. 3a). Furthermore, splenic B cell populations were severely diminished in DKO mice, comparable to the observations in *Upf1*-cKO mice (Fig. 3b). Notably, *Upf1*/*Ifnar1* DKO mice showed B cell differentiation defects at early to late LPre-B transition, mirroring the patterns observed in *Upf1*-cKO mice (Fig. 3c and d). The analysis of early LPre-B cells in DKO mice revealed a reduction in ISG expression, confirming the suppression of IFN signaling (Fig. 3e). Noteworthy, we observed no apparent difference in the B cell development in the BM between control (*Upf1*^*Flox/Flox*^ *Mb1*^*+/+*^ *Ifnar1*^*+/–*^) and *Ifnar1*-KO (*Upf1*^*Flox/Flox*^ *Mb1*^*+/+*^ *Ifnar1*^*‒/–*^) mice, suggesting that the loss of type I IFN signaling alone does not affect B cell development in the BM (Supplementary Fig. 3). Collectively, these data demonstrate that the differentiation defect from early LPre-B cells to late LPre-B cells observed in *Upf1*-cKO mice cannot be solely attributed to the heightened IFN signaling levels.

**Fig. 3:**
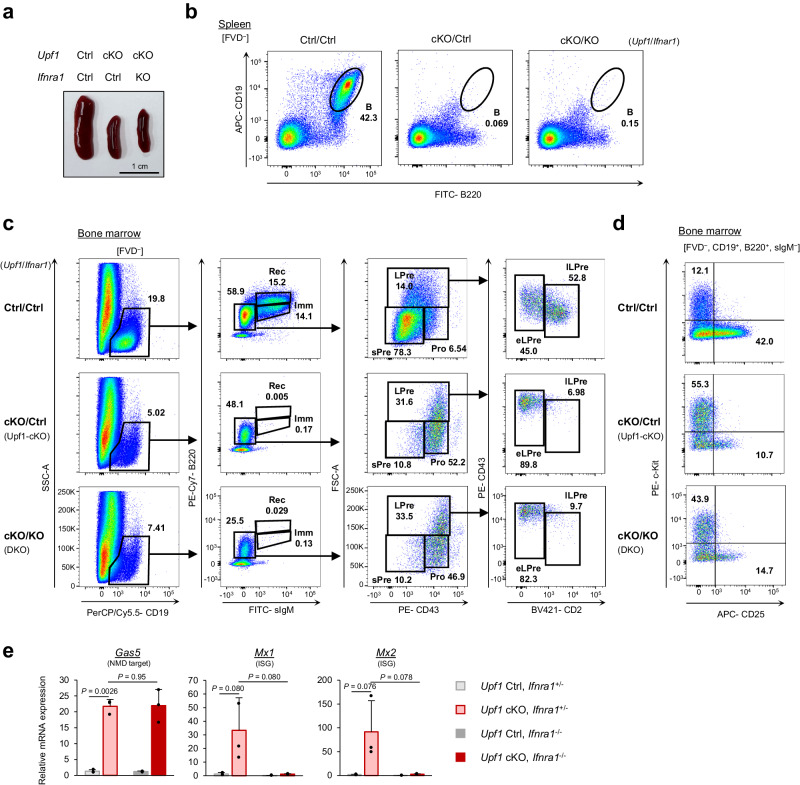
Blocking of IFN receptor signal does not rescue the B cell development in *Upf1*-cKO mice. **a** Appearance of mouse spleens from indicated genotypes. Results are representative of at least three independent experiments. **b** Flow cytometry plots of indicated populations in the splenocytes derived from indicated mice. Results are representative of at least two independent experiments. **c** Flow cytometry plots of indicated populations in the BM of indicated mice. **d** Flow cytometry plots of FVD^−^, CD19^+^, B220^+^, sIgM^−^ cells derived from the BM of indicated mice. Results are representative of at least two independent experiments. **e** The mRNA expressions of indicated genes in early LPre-B cells were derived from the indicated mice (*n* = 3 per group). Each bar represents the mean ± SD from biological replicates. Statistical significance was calculated with a two-sided Student’s *t* test. Source data are provided as a Source Data file.

### UPF1 is necessary for *Igh* V_H_-D_H_J_H_ recombination during early LPre-B stage

The GSEA revealed a marked reduction in *Igh* transcripts in *Upf1*-deficient early LPre-B cells compared with Ctrl cells (Fig. 2g, h). Therefore, we further checked the expression of individual transcripts within the *Igh* locus. The majority of *Ighv* transcripts, which constitute the variable region, were found to be significantly diminished in *Upf1*-deficient early LPre-B cells (Fig. 4a). In contrast, transcript levels of *Ighm* (representing a constant region), *Ighj* (joining region), and *Ighd* (diversity region) remained unaltered following UPF1 depletion (Fig. 4b–d).

**Fig. 4:**
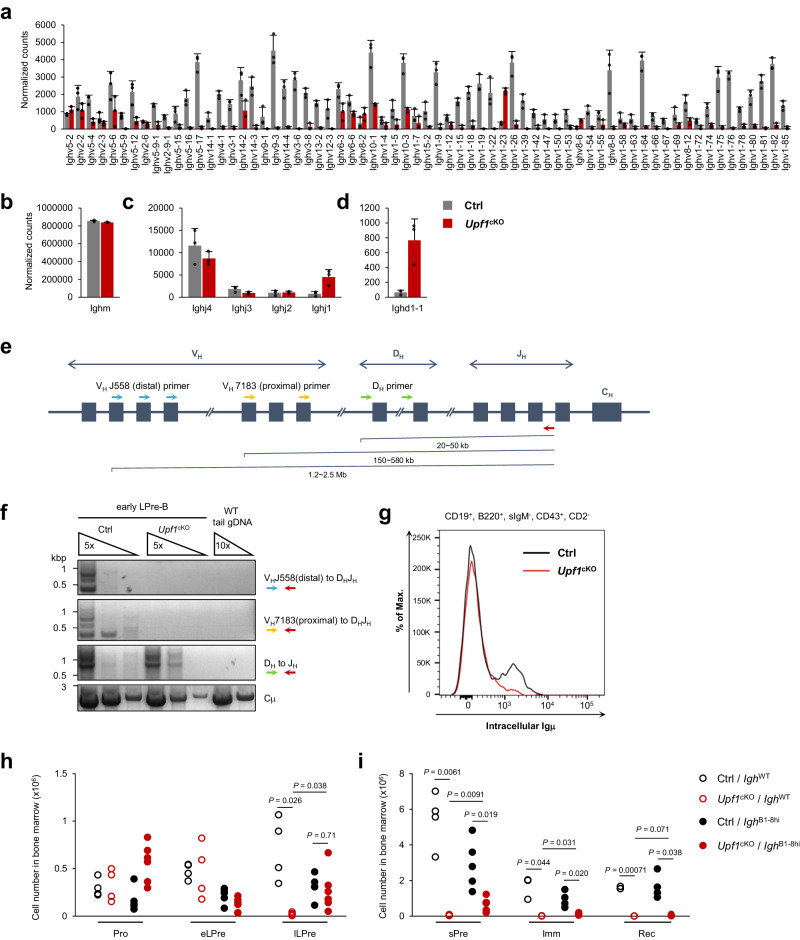
UPF1 is necessary for Igh V_H_-D_H_J_H_ recombination at early LPre-B stage. **a**–**d** The transcript amount of *Ighv* (**a**), *Ighm* (**b**), *Ighj* (**c**), and *Ighd* (**d**) in *Upf1*-cKO and Ctrl early LPre-B cells. The data were obtained from the RNA-seq shown in Fig. 2 (*n* = 3). Each bar represents the mean ± SD from biological replicates. **e** Schematic illustration of germline *Igh* locus. Colored arrows indicate each primer used in PCR analysis in (**f**). **f** PCR assay amplifying recombined *Igh* as shown in (**e**) using the DNA derived from *Upf1*-cKO and Ctrl early LPre-B cells. Genome DNA derived from the tail of the WT mouse was used as a negative control. Results are representative of at least three independent experiments. **g** The histogram of intracellular staining of Igμ chain in CD19^+^, B220^+^, sIgM^−^, CD43^+^, CD2^−^ cells derived from indicated mice. Results are representative of two independent experiments. **h**, **i** Cell numbers of indicated populations in the BM from indicated mouse genotypes (Pro-, early LPre-, late LPre-, and sPre-B; *N* = 4 (Ctrl/*Igh*^WT^, cKO/*Igh*^WT^), *N* = 5 (Ctrl/*Igh*^B1-8hi^), *N* = 6 (cKO/*Igh*^B1-8hi^). Imm- and Rec-B; *N* = 3 (Ctrl/*Igh*^WT^, cKO/*Igh*^WT^), *N* = 4 (Ctrl/*Igh*^B1-8hi^), *N* = 5 (cKO/*Igh*^B1-8hi^)). Statistical significance was calculated with a two-sided Student’s *t* test. Source data are provided as a Source Data file.

It is known that the expression of *Ighv* transcripts is induced during or after the V_H_-D_H_J_H_ recombination^24^. Therefore, we next investigated whether UPF1 depletion has any impact on V_H_-D_H_J_H_ recombination by performing genomic DNA PCR using three different primer sets: one for the detection of distal (V_H_J558 to D_H_J_H_), another for proximal (V_H_7183 to D_H_J_H_), and the third for D_H_ to J_H_ rearrangement (Fig. 4e). In Ctrl early LPre-B cells, all PCR products corresponding to D_H_-J_H_, distal V_H_-D_H_J_H_, and proximal V_H_-D_H_J_H_ rearranged genomic DNA were detected, indicating the occurrence of D_H_-J_H_ and V_H_-D_H_J_H_ recombination (Fig. 4f). In contrast, *Upf1*-deficient early LPre-B cells exhibited an absence of both proximal and distal V_H_-D_H_J_H_ rearranged bands, while D_H_-J_H_ rearrangement was still detectable under *Upf1* deficiency (Fig. 4f). These findings indicate that *Upf1* deficiency selectively inhibits V_H_-D_H_J_H_ while leaving D_H_-J_H_ recombination unaffected. Accordingly, the protein expression of the intracellular Igμ heavy chain was rarely detected in CD43^+^, CD2^–^ B cells from *Upf1*-cKO mice (Fig. 4g). Collectively, these data demonstrate the requirement of UPF1 in facilitating V_H_-D_H_J_H_ recombination at the early LPre-B stage, thereby enabling the proper expression of the Igμ heavy chain.

The aforementioned results motivated us to investigate whether introducing genetically pre-arranged *Igh* could rescue the impaired B cell development in *Upf1*-cKO mice. To address this, we crossbred *Upf1*-cKO mice with B1-8^hi^ *Igh* pre-arranged mice^25^ (hereafter referred to as cKO/*Igh*^B1-8hi^ mice). The number of late LPre- and sPre- B cells was significantly increased in cKO/*Igh*^B1-8hi^ mice compared with *Upf1*-cKO mice with WT *Igh* gene (cKO/*Igh*^WT^) mice, with the number of late LPre-B cells notably similar between cKO/*Igh*^B1-8hi^ and Ctrl/*Igh*^B1-8hi^ mice (Fig. 4h, I and Supplementary Fig. 4a). Furthermore, c-Kit^−^, CD25^+^ B cells in cKO/*Igh*^B1-8hi^ mice exceeded those observed in cKO/*Igh*^WT^ mice (Supplementary Fig. 4b, c). These findings suggest that the genetic pre-arrangement of the *Igh* locus facilitates early to late LPre-B cell differentiation, even in the absence of UPF1.

### Commonalities and distinctions in the gene expression profiles of B cell progenitors lacking RBPs

Previous studies have demonstrated the critical role of RBPs, specifically ZFP36L1/L2 and CNOT3, in B cell development^7,10^. These studies showed that *Zfp36l1*^*Flox/Flox*^ *Zfp36l2*^*Flox/Flox*^ *Mb1*^*cre/+*^ (*Zfp36l1/l2-*double conditional knockout (DCKO)) mice and *Cnot3*^*Flox/Flox*^ *Mb1*^*cre/+*^ (*Cnot3*-cKO) mice exhibited B cell differentiation defects just prior to V_H_-D_H_J_H_ recombination at the *Igh* locus, a phenotype quite similar to that of *Upf1*-cKO mice. Consequently, we sought to compare the gene expression profiles of B cell progenitors lacking *Upf1*, *Zfp36l1/l2*, and *Cnot3*. The genes with low expression in *Upf1-*deficient early LPre-B cells showed enrichment in genes with low expression in *Zfp36l1/l2*-DCKO and *Cnot3-*cKO B cells (Fig. 5a, blue lines). In contrast, the highly expressed genes in *Upf1-*deficient early LPre-B cells exhibited enrichment solely in genes highly expressed in *Zfp36l1/l2*-DCKO B cells rather than in *Cnot3-*cKO B cells (Fig. 5a, red lines). This suggests that the RNA expression profile in *Upf1-*cKO B cells is closer to that of *Zfp36l1/l2*-DCKO B cells than *Cnot3-*cKO B cells.

**Fig. 5:**
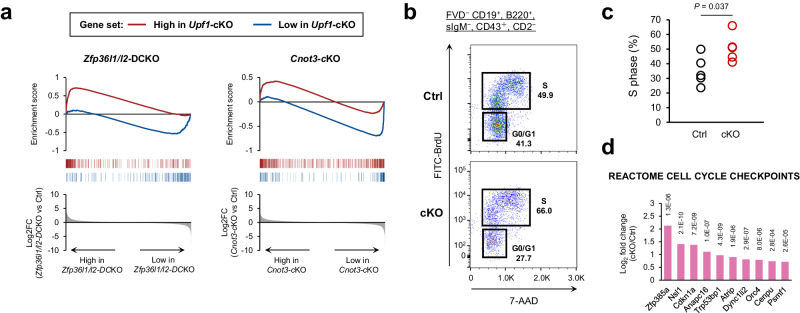
Phenotypic similarity between Upf1-cKO mice and Zfp36l1/l2-DCKO mice. **a** Enrichment score plot of the differentially expressed genes of *Upf1*-deficient early LPre-B cells in *Zfp36l1/l2*-DCKO or *Cnot3*-cKO progenitor B cells. The red line indicates enrichment of the high expression genes in *Upf1*-cKO cells (Log2FC > = 2, adjP < 0.05), and the blue line indicates enrichment of the low expression genes in *Upf1*-cKO cells (Log2FC < = − 2, adjP <0.05). **b**, **c** The representative flow cytometry plots of BrdU assay in FVD^−^ CD19^+^, B220^mid^, sIgM^−^, CD43^+^, CD2^−^ cells (**c**) and the percentages of cells in S-phase (*N* = 5 for each genotype). Statistical significance was calculated with a two-sided Student’s *t* test. **d** Highly expressed genes included in the “REACTOME CELL CYCLE CHECKPOINTS” gene set in *Upf1*-cKO early LPre-B cells. Bars indicate Log2FC (*Upf1*-cKO vs Ctrl), and the number adjacent to each bar indicates adj.*P*. The statistical analyses were performed using limma. Source data are provided as a Source Data file.

The compromised V_H_-D_H_J_H_ recombination observed in *Zfp36l1/l2*-DCKO B cells is attributed to the loss of cell cycle quiescence, a critical step for promoting V(D)J recombination^7,26^. Therefore, we delved into the regulatory role of UPF1 in the cell cycle of early LPre-B cells. We conducted BrdU assays to analyze the cell cycle status of B cells undergoing V_H_-D_H_J_H_ recombination (CD19^+^, B220^+^, sIgM^−^, CD43^+^, CD2^–^). The results revealed an increase in the number of cells in the S-phase among *Upf1*-deficient cells (Fig. 5b and c). In our RNA-seq analysis, E2F target genes and other cell cycle-related genes showed lower expression in *Upf1*-deficient early LPre B cells (Fig. 2b and i), probably because *Upf1*-cKO early LPre B cells lack pre-BCR, which induces potent cell cycles^2,27^. Nevertheless, even in the absence of pre-BCR expression, a set of cell cycle-related genes exhibited higher expression in *Upf1*-deficient early LPre B cells (Fig. 5d), implying that UPF1 is involved in suppressing some cell cycle-related genes. These results suggest that *Upf1*-deficiency promotes the transition from the G0/G1-phase to the S-phase, and the loss of cell cycle quiescence may emerge as a plausible cause for the hindrance of V_H_-D_H_J_H_ recombination in *Upf1-*deficient early LPre-B cells.

### UPF1 is critical for sPre-Immature B cell differentiation

Although the expression of pre-rearranged *Igh* gene rescued early LPre- to late LPre-B cell differentiation in *Upf1*-cKO/*Igh*^B1-8hi^ mice, the population of Imm- and Rec-B cells in the BM and splenic B cells was still diminished by *Upf1* depletion, indicating that UPF1 is also indispensable for B cell differentiation from sPre- to Immature B cell differentiation (Fig. 4i and Supplementary Figs. 4, 5). Since one of the major events during the sPre-B stage is the recombination at *Ig light chain* locus, we investigated whether the differentiation arrest observed in sPre-B cells is attributable to a deficiency in V_L_-J_L_ recombination at the *Ig light chain* locus during the sPre-B stage (Fig. 1a). The PCR assay revealed that V_L_-J_L_ recombination was not abrogated in cKO/*Igh*^B1-8hi^ sPre-B cells (Fig. 6a), despite the concurrent absence of UPF1 protein expression in these cells (Fig. 6b). These findings indicate that V_L_-J_L_ recombination during the sPre-B stage can transpire in the absence of UPF1 in cKO/*Igh*^B1-8hi^ mice.

**Fig. 6:**
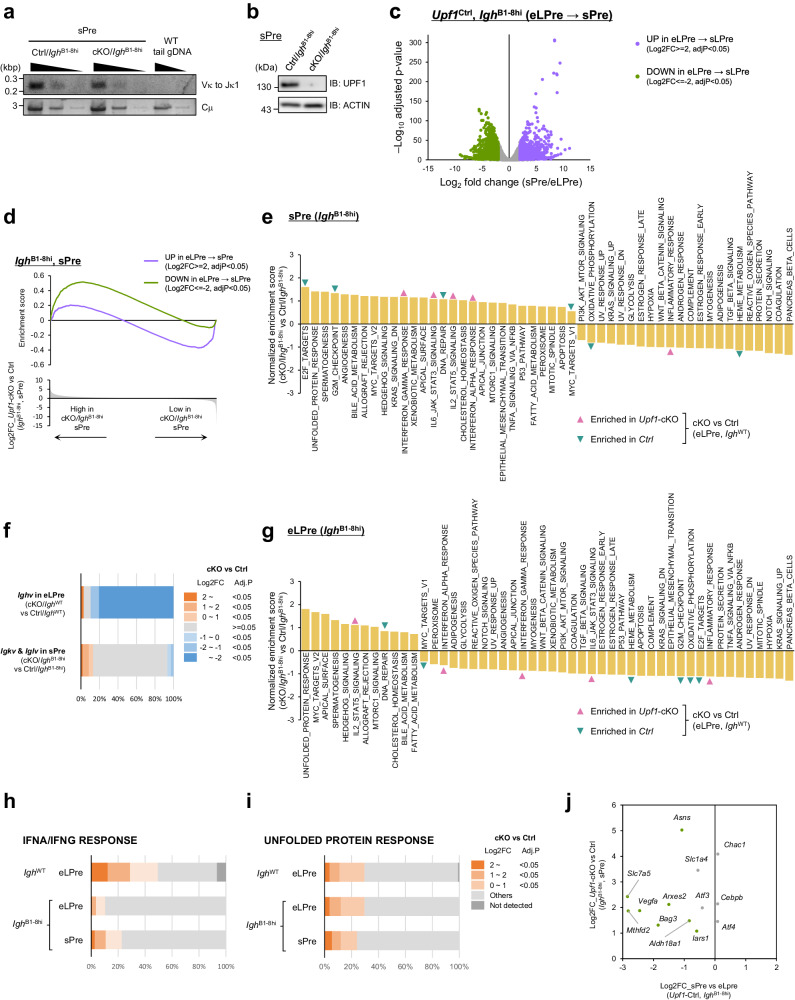
UPF1 ensures transcriptome dynamics throughout the early LPre- to sPre-B cell differentiation. **a** PCR assay amplifying recombined *Igk* in sPre-B cells derived from the indicated mice. Genome DNA derived from the tail of WT was used as a negative control. Results are representative of two independent experiments. **b** Immunoblot showing protein expression of UPF1 in sPre-B cells from Ctrl/*Igh*^B1-8hi^ and cKO/*Igh*^B1-8hi^ mice. Results are representative of at least three independent experiments. **c** Volcano plot of RNA expression comparison between early LPre- and sPre-B cells (Ctrl/*Igh*^B1-8hi^). The upregulated genes and the downregulated genes in sPre-B cells from early LPre-B cells are colored purple and green, respectively. The statistical analyses were performed using edgeR. **d** Enrichment of the upregulated genes in sPre-B cells (purple) and the downregulated genes in sPre-B cells (green) in *Upf1*-cKO/*Igh*^B1-8hi^ sPre-B cells. **e**, **g** Normalized enrichment score of GSEA (*Upf1*-cKO/*Igh*^B1-8hi^ vs Ctrl/*Igh*^B1-8hi^) in sPre-B cells (**e**) and early LPre-B cells (**g**). The gene sets positively or negatively enriched in *Upf1*-cKO/*Igh*^WT^ early LPre-B cells (Fig. 2b) are pointed with pink or green arrows, respectively. **f** The ratio of differentially expressed transcripts derived from *Igh* v region (*Upf1*-cKO vs Ctrl in early LPre-B) and *Igk*/*Igl* v region (*Upf1*-cKO/*Igh*^B1-8hi^ vs Ctrl/*Igh*^B1-8hi^ in sPre). The statistical analyses were performed using limma (*Igh*^WT^), and edgeR (*Igh*^B1-8hi^). **h**, **i** The ratio of highly expressed IFNA/IFNG RESPONSE genes (**h**) and UNFOLDED PROTEIN RESPONSE genes (**i**) in *Upf1*-deficient B cells with indicated genotypes and cell types. Hallmark gene sets from GSEA are used (IFN ALPHA RESPONSE and IFN GAMMA RESPONSE are combined without gene overlap). The statistical analyses were performed using limma (*Igh*^WT^), and edgeR (*Igh*^B1-8hi^). **j** Comparison of UPR-related gene expression between early LPre- and sPre-B cells (Ctrl/*Igh*^B1-8hi^). Green dots indicate significantly upregulated genes in sPre-B cells compared to early LPre-B cells. Only the genes highly expressed in *Upf1*-cKO/*Igh*^B1-8hi^ sPre-B cells are shown. Source data are provided as a Source Data file.

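RNA from sorted early LPre- and sPre-B cells of Ctrl/*Igh* B1-8hi and cKO/*Igh* B1-8hi mice was sequenced after depletion of ribosomal RNA, with 2 libraries (replicates 1 and 2) in each of the 4 groups. The authors aligned the paired-end reads to mm10 with HISAT2 in unstranded mode and counted them per gene with featureCounts. They deposited these counts without normalization, with genes listed by Entrez identifier. Because strand was not used, the counts of overlapping genes are uncertain, as are those of near-identical paralogs. The totals of replicates 1 and 2 were 160426338 and 83644947 counts in Ctrl early LPre-B cells and 81965096 and 68516857 in Ctrl sPre-B cells. In the libraries labelled cKO they were 107447474 and 129227874 in early LPre-B cells and 84973705 and 118143514 in sPre-B cells. The smallest level that these totals can show, taken as 3 counts, was between 0.0187 and 0.0438 CPM (counts scaled to library size with edgeR), which covers counting error only. Counts were normalized with edgeR's TMM method. A model with 1 mean per group was fitted to the 8 libraries, so that the 4 groups shared their estimate of the spread. The 17700 genes that passed edgeR's expression filter were tested with its two-sided quasi-likelihood F test and Benjamini-Hochberg adjustment. Numbers of changed genes were counted at an adjusted *P* under 0.05, alone or with a Log2FC of at least 2 or at most −2.

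*Upf1* (Entrez 19704) lies on chromosome 8 of mm10 from 70331493 to 70353423, where the annotation also places *Gdf1* and *Cers1*. Exons 4 to 6, which the loxP sites flank, hold 511 of the 4618 bases of the annotated transcript of 24 exons (11.1%), so that a gene-level count rests mostly on exons outside the deletion. Normalized *Upf1* counts in replicates 1 and 2 were 237 and 213 CPM in Ctrl early LPre-B cells and 186 and 198 in Ctrl sPre-B cells. They were 244 and 258 in early LPre-B cells and 282 and 293 in sPre-B cells labelled cKO. The mean was 251 ± 9.84 (SD, n = 2) in early LPre-B cells labelled cKO against 225 ± 16.7 (SD, n = 2) in Ctrl, with a Log2FC of 0.16 (SE 0.10) and an adjusted *P* of 0.251 from edgeR's quasi-likelihood test. The mean in sPre-B cells was 288 ± 7.69 (SD, n = 2) against 192 ± 8.67 (SD, n = 2), with a Log2FC of 0.59 (SE 0.10) and an adjusted *P* of 0.00245 from the same test. The gene-level *Upf1* count was therefore not lower in the libraries labelled cKO, and each direction given for them rests on their labels and not on this count. Because the count rests mostly on exons outside the deletion, it can show little of it and does not speak against the labels. The paper's immunoblot shows UPF1 protein in Ctrl/*Igh* B1-8hi and none in cKO/*Igh* B1-8hi sPre-B cells (Fig. 6b).

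**Figure D1:**
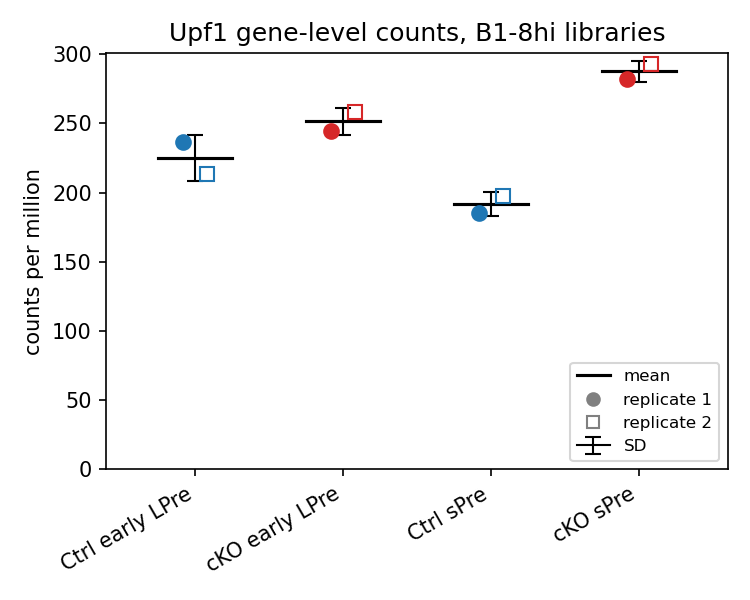
Normalized *Upf1* counts (CPM, linear axis from 0) in each library of the 4 groups. Points are libraries (filled circles for replicate 1 and open squares for replicate 2) and bars are means ± SD (n = 2). The libraries labelled cKO lie between 244 and 293, above the Ctrl libraries of the same stage.

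*Xist* had 304 and 151 counts in the Ctrl replicate 2 libraries of the 2 stages, and the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had 19733 and 28205. The other 6 libraries had at least 290740 counts for *Xist* and at most 34 for the Y-linked genes. The paper states that male and female mice were used.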

To further investigate the mechanisms by which UPF1 controls later phases of B cell development in the presence of the pre-rearranged *Igh* allele, we conducted RNA-seq analysis using early LPre- and sPre-B cells derived from cKO/*Igh*^B1-8hi^ and Ctrl/*Igh*^B1-8hi^ mice (Supplementary Data 2). 

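In Ctrl/*Igh* B1-8hi cells, 5149 genes were higher and 5500 lower in sPre- than in early LPre-B cells at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test. Of these, 814 had a Log2FC of at least 2 and 1498 a Log2FC of at most −2. Among the alternatives fitted to all 8 libraries, leaving out the immunoglobulin genes changed the number of higher genes most, to 703, and DESeq2 that of lower genes, to 1415. With a single library left out, as few as 735 and 1315 of them kept a Log2FC beyond 2. Libraries with the same replicate number deviated together from their group means, with a correlation across the 17700 genes of 0.395, although genes are not independent replicates. When the replicate number was a block, 829 genes were higher and 1503 lower, of which 808 and 1484 were shared with the fit without it.

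The 3 genes with the largest increase and a clear count in sPre-B cells were *Dmrt3*, *Fbxw13* and *Igkv6-14*, each with 0 counts in both early LPre-B libraries. *Dmrt3* (Entrez 240590, chromosome 19, 25610246 to 25623921) had 287 and 197 counts in sPre-B cells and was at least 80-fold higher (adjusted *P* = 1.28e-05, edgeR's quasi-likelihood test). *Fbxw13* (Entrez 211305, chromosome 9, 109179227 to 109195975) had 143 and 126 counts and was at least 45-fold higher (adjusted *P* = 6.06e-06, same test). *Igkv6-14* (Entrez 667881, chromosome 6, 70434952 to 70435476), a member of a family with near-identical paralogs, had 103 and 57 counts and was at least 26-fold higher (adjusted *P* = 8.96e-05, same test). *H2ac1* and *2900079G21Rik* were among the largest decreases. *H2ac1* (Entrez 319163, chromosome 13, 23934437 to 23934913), one of the near-identical histone genes, fell from 16691 and 122 counts to 35 and 0, a Log2FC of −8.11 (SE 2.54, adjusted *P* = 0.0218, same test). The size of this fall depended on single libraries, with a Log2FC between −15.63 and −2.76 across the 8 fits that each left out one. *2900079G21Rik* (Entrez 620760, chromosome 9, 112234277 to 112348925), which overlaps *Arpp21*, had 285 and 137 counts in early LPre-B cells and at most 2 in sPre-B cells, at least 44-fold lower (adjusted *P* = 1.19e-05, same test).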

By comparing transcriptomic profiles between early LPre- and sPre-B cells from Ctrl/*Igh*^B1-8hi^ (control) mice, we noted dynamic changes in gene expression during the transition from early LPre- to sPre-B cells: the downregulation of 1533 genes (Log2FC < = − 2, adjP < 0.05) and upregulation of 847 genes (Log2FC > = 2, adjP < 0.05) (Fig. 6c). 

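Between sPre-B cells labelled cKO and Ctrl sPre-B cells, 3505 genes were higher and 2629 lower in cKO at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, and 559 and 251 of them changed by at least 2 in Log2FC. Among the alternatives fitted to all 8 libraries, edgeR's likelihood-ratio test gave the most higher genes, 621, and leaving out the immunoglobulin genes the fewest lower genes, 168. With a single library left out, as few as 462 of the higher genes kept a Log2FC of at least 2. The direction rests on the labels, since the *Upf1* count was not lower in these libraries.

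Of the 1498 genes that were lower in Ctrl sPre- than in Ctrl early LPre-B cells, 1079 had a positive Log2FC in sPre-B cells labelled cKO, with a median of 0.49. At an adjusted *P* under 0.05, 504 of them were higher and 81 lower in cKO, and 124 were higher by a Log2FC of at least 2. Of the 814 genes that were higher in Ctrl sPre-B cells, 436 had a negative Log2FC, with a median of −0.10, and 178 were lower and 148 higher at an adjusted *P* under 0.05. In a preranked enrichment test (fgsea, ranked by Log2FC with weight 1, *P* by permuting genes), the normalized enrichment score (NES) was 1.97 for the genes that had decreased and −1.65 for those that had increased. The adjusted *P* was 4.5e-10 for both, from the smallest *P* this test can give (1e-10). The Ctrl sPre-B libraries enter both the gene sets and the ranking. With the set defined from 1 Ctrl sPre-B replicate and the ranking made against the other, the NES was 1.87 and 1.43 for the decreased genes and −1.45 and −1.34 for the increased genes. Camera, a test that allows for correlation between genes, gave an adjusted *P* of 0.678 for both sets, and over the alternatives the adjusted *P* ranged from 4.5e-10 to 0.678.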

Interestingly, the genes that showed decreased expression levels during the differentiation from early LPre- to sPre-B cells in control cells exhibited higher expression in *Upf1*-cKO/*Igh*^B1-8hi^ sPre-B cells than Ctrl/*Igh*^B1-8hi^ sPre-B cells (Fig. 6d).

Further GSEA revealed the enrichment of gene sets associated with cell cycle progression, such as E2F TARGETS (adj. *P* = 0.087), as well as UNFOLDED PROTEIN RESPONSE (UPR) (adj. *P* = 0.37, *P* = 0.021) in *Upf1*-cKO/*Igh*^B1-8hi^ sPre-B cells compared to Ctrl/*Igh*^B1-8hi^ cells (Fig. 6e). 

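The hallmark gene sets of the paper were not used here. Reactome sets took their place and were tested by gene permutation in sPre-B cells labelled cKO against Ctrl, whose *Upf1* counts do not show the deletion. The NES of the E2F-mediated DNA replication set (28 of its 30 genes tested) was 1.66, with an adjusted *P* of 0.0138. Its median Log2FC was 0.50, with 18 genes higher and 1 lower at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test. The cell cycle set (482 of 505 genes) had an NES of 1.31 and an adjusted *P* of 0.0156, a median Log2FC of 0.13, 148 genes higher and 45 lower. Without the expression filter the cell cycle NES was 1.09 with an adjusted *P* of 0.267. Over all alternatives its adjusted *P* ranged from 4.83e-08 to 0.902 and that of the E2F set from 2.9e-05 to 0.678, the highest in each case from the test that allows for correlation between genes. The unfolded protein response set (17 of 22 genes) had an NES of 0.40 and an adjusted *P* of 0.998, with 3 genes higher and 1 lower. Without the filter its NES was −0.35.

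The 10 E2F target genes printed in Fig. 2f were picked by the paper for the lowest Log2FC in cKO early LPre-B cells with wild-type *Igh*. Among them, 5 had a positive Log2FC in sPre-B cells. None was higher at an adjusted *P* under 0.05 and 2 were lower, *Cdc25b* with a Log2FC of −1.39 (adjusted *P* = 2.4e-04, edgeR's quasi-likelihood test) and *Rfc3* with −0.60 (adjusted *P* = 0.00826, same test). Without the expression filter *Rrm2* was higher, with a Log2FC of 0.55 (adjusted *P* = 0.0432, same test). At an unadjusted *P* under 0.05, 3 of the 10 had changed. Of the 10 cell cycle checkpoint genes printed in Fig. 5d, 8 were higher. The paper printed them for their high expression in cKO early LPre-B cells with wild-type *Igh*, which favours higher values here. *Nsl1* (chromosome 1, 191062996 to 191084558), which overlaps *Tatdn3*, was at 30.8 ± 2.17 CPM (SD, n = 2) in cKO and 5.16 ± 1.66 (SD, n = 2) in Ctrl, a Log2FC of 2.57 (SE 0.18, adjusted *P* = 4.9e-05, same test). *Cdkn1a* (chromosome 17, 29090979 to 29100722) was at 19.3 ± 2.64 (SD, n = 2) and 4.02 ± 0.73 (SD, n = 2), a Log2FC of 2.26 (SE 0.15, adjusted *P* = 4.1e-05, same test).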

We next investigated transcriptome transition from early LPre- to sPre-B cells in Ctrl/B1-8^hi^ and cKO/B1-8^hi^ (Supplementary Fig. 6a, b). 

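In Ctrl/*Igh* B1-8hi cells, the NES in sPre- against early LPre-B cells was −2.83 for the cell cycle set of Reactome and −2.46 for its E2F-mediated DNA replication set, each with an adjusted *P* of 1.5e-10 by gene permutation. With the replicate number as a block, the NES was also −2.83 and −2.46. With correlation between genes allowed for, the adjusted *P* of both sets was 0.162, and it ranged from 1.5e-10 to 0.162 over the alternatives. In the cell cycle set, 356 genes were lower and 42 higher at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, with a median Log2FC of −1.01. In the E2F set, 24 were lower and 2 higher, with a median of −2.91. Despite these numbers neither set passed the test that allows for correlation, which was estimated from 8 libraries as 0.222 and 0.278. A high *P* from that test therefore says little against a change. Each of the 10 E2F target genes printed in Fig. 2f was lower at an adjusted *P* under 0.05. *Rrm2* (chromosome 12, 24708254 to 24714146) fell from 760 ± 24.5 to 47.0 ± 21.7 CPM (SD, n = 2 each), a Log2FC of −4.02 (SE 0.29, adjusted *P* = 7.8e-06, edgeR's quasi-likelihood test). *Mcm5* (chromosome 8, 75109468 to 75128439) fell from 564 ± 72.6 to 39.2 ± 12.4 (SD, n = 2 each), a Log2FC of −3.85 (SE 0.23, adjusted *P* = 3.0e-06, same test).

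In the libraries labelled cKO, 5591 genes were higher and 5498 lower in sPre- than in early LPre-B cells at an adjusted *P* under 0.05, and 1297 and 1158 changed by at least 2 in Log2FC. Same-numbered libraries of these 2 groups deviated together with a correlation across genes of 0.254. The replicate block gave 1311 and 1155. The median Log2FC in this transition was −0.86 for the cell cycle set, with 345 of 482 genes lower, and −2.28 for the E2F set, with 24 of 28 genes lower.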

In control mice, during the differentiation from early LPre- to sPre-B cells, the gene sets related to cell cycling, such as the E2F target, G2M_Chcekpoint, and MYC target, exhibited downregulation (Supplementary Fig. 6a). These alterations align with the transition from actively proliferating large Pre-B cells to quiescent small Pre-B cells. 

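In early LPre-B cells, 2564 genes were higher and 2983 lower in the libraries labelled cKO than in Ctrl at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, and 218 and 374 of them changed by at least 2 in Log2FC. Among the alternatives fitted to all 8 libraries, those that moved these numbers most gave 265 higher genes (edgeR's likelihood-ratio test) and 274 lower genes (immunoglobulin genes left out). Same-numbered early LPre-B libraries deviated together with a correlation across genes of 0.155. With the replicate number as a block, 231 genes were higher and 379 lower, of which 213 and 362 were shared with the fit without it. As in sPre-B cells, the *Upf1* count did not separate the labels in the direction of a deletion.

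The E2F-mediated DNA replication set had an NES of −0.51 in early LPre-B cells, with an adjusted *P* of 0.991 by gene permutation, and −0.50 with the replicate block. In this set 5 genes were higher and 1 lower at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, against the sign of the NES. Its sign changed without the expression filter (0.60) and with genes ranked by the signed root of the *F* statistic (0.82). The cell cycle set had an NES of −0.999, with an adjusted *P* of 0.806, and −0.995 with the replicate block (adjusted *P* = 0.827), and 42 of its genes were higher and 87 lower. It was negative under each alternative that gives an NES. Its adjusted *P* was 0.0102 with a list of G2/M genes in its place (NES −1.72) and 0.0111 with the ranking by *F* (NES −1.33), over a range from 0.0102 to 0.994. The difference of a set's enrichment between the 2 stages was not tested. For the 10 E2F target genes printed in Fig. 2f, it was tested gene by gene. Each was lower in early LPre-B cells labelled cKO by its Log2FC, and 7 were lower at an adjusted *P* under 0.05, or 10 when the adjustment covered the 10 genes alone. Over all genes, *H2ax* also passed with the replicate number as a block (adjusted *P* = 0.0452) and with edgeR's likelihood-ratio test (0.0220). With DESeq2, *H2ax*, *Rrm2* and *Mcm5* passed (adjusted *P* = 0.00625, 0.0294 and 0.0305). Without the expression filter these genes passed as well (0.00863, 0.0240 and 0.0249). The paper chose the 10 genes for low values in cKO early LPre-B cells with wild-type *Igh*. That choice favours lower values at this stage and so a more positive effect in sPre-B cells. The effect of the cKO label was more positive in sPre- than in early LPre-B cells for 9 of the 10 genes. None of these differences had an adjusted *P* under 0.05 over all genes, 3 had when the adjustment covered the 10 genes alone, and 5 had an unadjusted *P* under 0.05. These tests treat the libraries as unpaired. When genotype and replicate number were taken as an animal, an alternative chosen after the data were seen, 5 of the 10 genes had an adjusted *P* under 0.05.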

The enrichment of the E2F target gene set in *Upf1*-deficient sPre-B cells (cKO/*Igh*^B1-8hi^), but not early LPre-B cells (Fig. 6e), suggests a potential requirement of UPF1 in driving the downregulation of cell cycle-related gene expression during the transition from early LPre- to sPre-B stage.

In contrast, consistent with the results of PCR assay for the *Ig light chain*, the expression levels of v-region transcripts from *Ig light chains* (*Igkv* and *Iglv*) were largely similar between UPF1- cKO/*Igh*^B1-8hi^ and Ctrl/*Igh*^B1-8hi^ sPre-B cells (Fig. 6f). This finding suggests that UPF1 is dispensable for the recombination of *Ig light chain* DNA.

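Counts were tested for 103 *Igkv* and 3 *Iglv* genes in sPre-B cells. Many of these genes have near-identical paralogs, between which the counting could have split reads. At an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, 13 genes (12.3%) were higher and 6 (5.66%) lower in the libraries labelled cKO, whose *Upf1* counts do not show the deletion, and 87 (82.1%) were unchanged. With the adjustment over the 106 genes alone, 9 were higher and 4 lower. DESeq2 moved the number of changed genes most, from 19 to 27. The median Log2FC was 0.34, with quartiles at 0.01 and 0.68, and 80 of the 106 genes had a positive value. The median standard error of a single gene was 0.35. *Iglv1* (Entrez 16142) had 27500 and 20507 counts in Ctrl and 12635 and 17021 in cKO, a Log2FC of −1.17 (SE 0.11, adjusted *P* = 1.6e-04, same test). *Igkv4-73* (Entrez 628516) had 211 and 212 counts in Ctrl and 1554 and 1552 in cKO, a Log2FC of 2.41 (SE 0.34, adjusted *P* = 0.00111, same test). These 2 genes were picked after the values were seen. They had the lowest adjusted *P* in each direction from this test, and larger changes among the genes past the threshold were those of *Igkv13-71-1* (0 and 0 counts in Ctrl, 60 and 22 in cKO) and *Igkv3-12* (a Log2FC of −1.66).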

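Of the Reactome interferon sets, interferon alpha/beta signaling (12 of its 27 genes tested) had an NES of −0.43 in early LPre-B cells labelled cKO against Ctrl, with an adjusted *P* of 0.991 by gene permutation. It was −0.44 with the replicate number as a block and 0.84 with genes ranked by the signed root of *F*. Interferon gamma signaling (88 of 114 genes) had an NES of 1.77 with an adjusted *P* of 0.00134, and 1.73 with the block (adjusted *P* = 0.00191). In this set 13 genes were higher and 12 lower at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, and the median Log2FC was 0.07. Ranked by *F*, its NES was 1.12 with an adjusted *P* of 0.428. Over the alternatives its adjusted *P* ranged from 0.00132 to 0.972, the highest with correlation between genes allowed for. A list of 18 interferon-alpha response genes printed in the paper's figures had an NES of 1.32 with an adjusted *P* of 0.328, and 1.20 with the block (adjusted *P* = 0.562). These libraries carry the cKO label without a lower *Upf1* count.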

Notably, the gene sets “INTERFERON ALPHA RESPONSE” and “INTERFERON GAMMA RESPONSE”, which were significantly enriched in cKO early LPre-B cells, did not show enrichment in early LPre-B cells in the absence of UPF1 with the pre-rearranged *Igh* allele (cKO/*Igh*^B1-8hi^) (Fig. 6g). 

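Of the 18 interferon-alpha response genes printed in the paper's figures, the 10 of Fig. 2d were picked there for the highest Log2FC with wild-type *Igh*. Among all 18, 11 had a positive Log2FC in early LPre-B cells labelled cKO, a direction that rests on the label, with a median of 0.25. At an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, 4 were higher and 1 lower, also with the adjustment over the 18 genes alone, and 7 had an unadjusted *P* under 0.05. *Mx2* (Entrez 17858, chromosome 16, 97536081 to 97560901) had 217 and 146 counts in Ctrl and 583 and 2670 in cKO, a Log2FC of 2.92 (SE 0.72, adjusted *P* = 0.0155, same test). *Eif2ak2*, which overlaps *Gm6548*, had a Log2FC of 0.93 (adjusted *P* = 0.0271, same test). *Stat2*, which overlaps *Apof*, had 0.92 (adjusted *P* = 1.6e-04, same test) and *Gbp3* had 0.72 (adjusted *P* = 0.00409, same test). *Txnip*, which overlaps *Gm15441*, was lower with −0.60 (adjusted *P* = 0.0207, same test). *Oasl1* had a Log2FC of 1.29 (SE 0.54, adjusted *P* = 0.103, same test). Its adjusted *P* was 0.0133 without the expression filter and ranged up to 0.145 over the alternatives. *Il4ra* was also higher without the filter, with a Log2FC of 0.36 (adjusted *P* = 0.0473). The sign of *Ifi44* (0.23) and *Ifitm1* (−0.06) changed with the replicate number as a block, to −0.56 and 0.039, although between genotypes that number cannot stand for an animal. The median of the list was 0.64 without cKO early LPre-B replicate 1 and −0.41 without replicate 2.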

Consistently, genes related to the IFN response were only modestly elevated in cKO/*Igh*^B1-8hi^ early LPre-B cells, whereas these genes were more robustly increased in cKO/*Igh*^WT^ early LPre-B cells (Fig. 6h). These data suggest that the *Igh* pre-rearrangement prevented the aberrant expression of IFN response-related genes in *Upf1*-deficient early LPre-B cells. In contrast, IFN response-related genes were upregulated in sPre-B cells from cKO/*Igh*^B1-8hi^ compared with Ctrl/*Igh*^B1-8hi^ mice (Fig. 6h). 

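In sPre-B cells, 14 of the 18 interferon-alpha response genes printed in the paper's figures had a positive Log2FC in the libraries labelled cKO, again by label and not by *Upf1* count, with a median of 0.45. At an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, 3 were higher and 1 lower, also with the adjustment over the 18 genes alone, and 6 had an unadjusted *P* under 0.05. The 3 were *Ddx60*, *Stat2*, which overlaps *Apof*, with a Log2FC of 0.60 (SE 0.08, adjusted *P* = 0.00108, same test), and *Gbp3* with 0.49 (SE 0.13, adjusted *P* = 0.0190, same test). *Ifitm1* was lower, with 0.30 ± 0.067 CPM (SD, n = 2) against 3.01 ± 1.49 (SD, n = 2) and a Log2FC of −3.33 (SE 0.52, adjusted *P* = 0.00175, same test). *Mx2* had 678 and 474 counts in Ctrl and 920 and 4714 in cKO, a Log2FC of 1.69 (SE 0.67, adjusted *P* = 0.0826, same test). Its adjusted *P* was 0.0338 with edgeR's likelihood-ratio test and 0.00629 without the expression filter, and ranged up to 0.133 over the alternatives. *Oasl1* had a Log2FC of 1.13 (SE 0.53, adjusted *P* = 0.134, same test), with an adjusted *P* of 0.0249 without the filter and up to 0.219 over the alternatives. *Eif2ak2* was higher without the filter (adjusted *P* = 0.0283) and *Txnip* lower with DESeq2 (adjusted *P* = 0.0477). Between the 2 stages, the effect of the cKO label differed at an adjusted *P* under 0.05 for 1 of the 18 genes, *Ifitm1*, and for 5 when genotype and replicate number were taken as an animal, which was chosen after the data were seen.

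By gene permutation, the list of 18 genes had an NES of 1.02 (adjusted *P* = 0.574) and the interferon alpha/beta signaling set one of −0.63 (adjusted *P* = 0.998). The sign of the latter changed without the filter (1.22) and with genes ranked by *F* (0.81). The interferon gamma signaling set had an NES of 1.57 (adjusted *P* = 0.0113), with 25 genes higher and 9 lower. Without the filter it was 1.22 (adjusted *P* = 0.220), and its adjusted *P* ranged from 0.00848 to 0.678 over the alternatives. The median Log2FC of the 18 genes was 0.74 without cKO sPre-B replicate 1 and −0.11 without replicate 2.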

For instance, ISGs, such as *Ifi44* and *Ddx60*, started to elevate in cKO/*Igh*^B1-8hi^ sPre-B cells (Supplementary Fig. 6c), suggesting that the *Igh* pre-rearrangement failed to suppress the expression of IFN response-related genes in sPre-B cells lacking UPF1. These results imply that UPF1 plays a role in preventing the abnormal expression of IFN response-related genes not only in the early LPre-B stage but also in the sPre-B stage.

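*Ifi44* (Entrez 99899, chromosome 3, 151730922 to 151749910) had 33 and 28 counts in Ctrl sPre-B cells and 52 and 576 in sPre-B cells labelled cKO, whose *Upf1* count was not lower. This was 0.394 ± 0.005 CPM (SD, n = 2) against 2.58 ± 2.86 (SD, n = 2), a Log2FC of 2.72 (SE 1.15, adjusted *P* = 0.0998 from edgeR's quasi-likelihood test). The adjusted *P* was 0.0347 with edgeR's likelihood-ratio test, 0.0424 with its exact test (chosen for single genes after the data were seen) and 0.0103 without the expression filter, and the range over the alternatives was 0.0103 to 0.108. Its counts in early LPre-B cells were 324 and 173 in Ctrl and 48 and 637 in cKO. *Ddx60* (Entrez 234311, chromosome 8, 61928073 to 62037704) had 390 and 344 counts in Ctrl sPre-B cells and 705 and 2193 in cKO. This was 4.74 ± 0.190 CPM (SD, n = 2) against 12.6 ± 6.99 (SD, n = 2), a Log2FC of 1.41 (SE 0.43, adjusted *P* = 0.0330, same test). Its counts in early LPre-B cells were 707 and 435 in Ctrl and 418 and 1112 in cKO, a Log2FC of 0.22 (SE 0.42, adjusted *P* = 0.733, same test). The difference between the effects in the 2 stages was 2.49 (SE 1.52, adjusted *P* = 0.401) for *Ifi44* and 1.19 (SE 0.60, adjusted *P* = 0.299) for *Ddx60*, from the same test of the interaction, which treats the libraries as unpaired. When genotype and replicate number were taken as an animal, which was chosen after the data were seen, the adjusted *P* of this test was 0.00586 for *Ifi44*, within a range from 0.00586 to 0.538 over the alternatives, and 0.00988 for *Ddx60*, within a range from 0.00988 to 0.323. The size of the difference depended on single libraries. Across the 8 fits that each left out one, it lay between 0.28 and 5.09 for *Ifi44* and 0.47 and 1.88 for *Ddx60*.

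**Figure D2:**
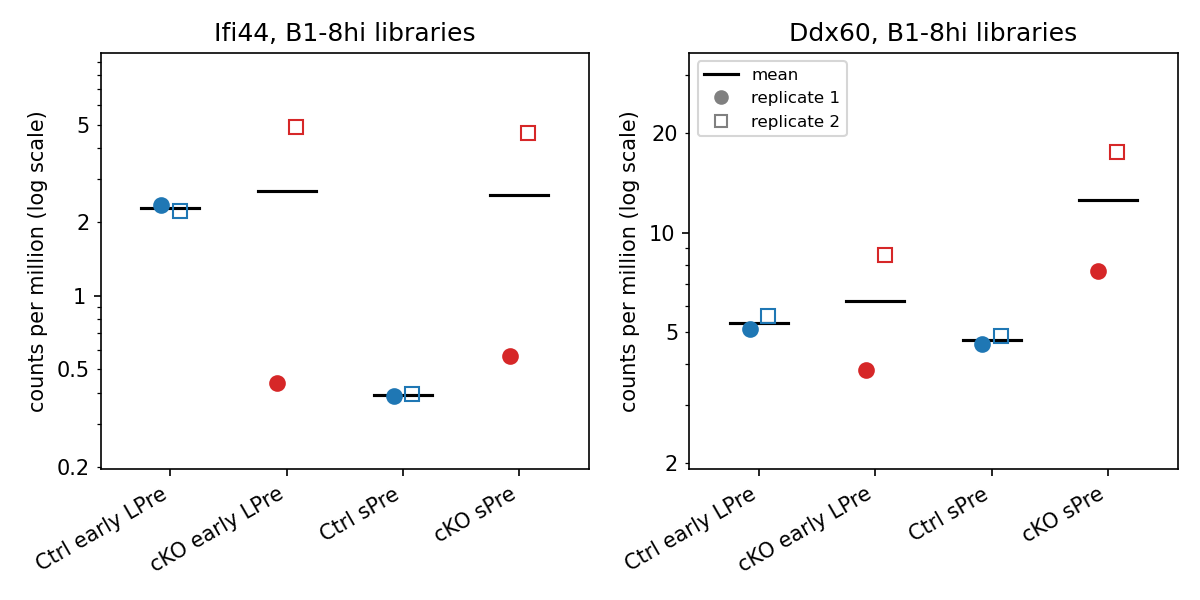
Normalized counts of *Ifi44* and *Ddx60* (CPM, log axes) in each library of the 4 groups. Points are libraries (filled circles for replicate 1 and open squares for replicate 2) and lines are group means (n = 2). The SD of *Ifi44* in sPre-B cells labelled cKO (2.86) is larger than the mean (2.58), because replicate 2 lies far above replicate 1.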

The UPR acts as a critical checkpoint in B cell development by regulating the maintenance of BCR expression and proper transport to the cell surface^28–30^. 

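The unfolded protein response set of Reactome (17 of 22 genes tested) had an NES of −0.55 in early LPre-B cells labelled cKO against Ctrl, with an adjusted *P* of 0.991 by gene permutation, and −0.55 with the replicate number as a block. In the set 3 genes were higher and 2 lower at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, and the median Log2FC was −0.01. Its sign changed with genes ranked by the signed root of *F* (NES 0.75), and the adjusted *P* ranged from 0.815 to 0.994 over the alternatives. As at each comparison with cKO, the direction rests on the labels of the libraries.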

Genes associated with the UPR were highly enriched in both early LPre-B (adj. *P* = 0.0075, *P* < 0.0001) and sPre-B cells (adj. *P* = 0.37, *P* = 0.021) from cKO/*Igh*^B1-8hi^ mice (Fig. 6e, g). We also found a comparable number of UPR genes affected by UPF1 depletion in *Igh*^WT^ early LPre-, *Igh*^B1-8hi^ early LPre-, and *Igh*^B1-8hi^ sPre-B cells (Fig. 6i). These data suggest that, unlike IFN-related genes, the omission of *Igh* recombination through B1-8^hi^ knock-in did not mitigate the abnormally high expression of UPR genes in *Upf1*-deficient B cells. 

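The 13 UPR-related genes printed in Fig. 6j were chosen by the paper for their high expression in cKO/*Igh* B1-8hi sPre-B cells, so that their direction in those cells is not an independent result. In sPre-B cells labelled cKO, all 13 were higher at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, with Log2FC values from 1.08 to 5.03 and a median of 1.98. In early LPre-B cells labelled cKO, 12 of the 13 were higher, with values from 0.60 to 4.53 and a median of 1.65. The *Upf1* count was not lower under that label at either stage. *Bag3* was the exception, with a Log2FC of 0.61 (adjusted *P* = 0.224, same test). Its adjusted *P* was 0.0293 with the replicate number as a block and ranged up to 0.248 over the alternatives. *Asns* (Entrez 27053, chromosome 6, 7675165 to 7693209) had 1.48 ± 0.122 CPM in Ctrl and 34.3 ± 3.68 in cKO early LPre-B cells (SD, n = 2 each), a Log2FC of 4.53 (SE 0.17, adjusted *P* = 3.4e-06, same test). At the sPre-B stage it had 0.702 ± 0.110 and 23.0 ± 1.37 (SD, n = 2 each), a Log2FC of 5.03 (SE 0.18, adjusted *P* = 7.1e-06, same test). *Atf4* (Entrez 11911, chromosome 15, 80255184 to 80257545) had a Log2FC of 1.77 (SE 0.12, adjusted *P* = 5.2e-05, same test) in early LPre-B cells and 1.45 (SE 0.12, adjusted *P* = 7.4e-05, same test) in sPre-B cells. The effects in the 2 stages differed at an adjusted *P* under 0.05 for 1 of the 13 genes, *Mthfd2*, and for 2 when the adjustment covered the 13 genes alone. The effect was more positive in sPre-B cells for 10 of the 13, and 5 had an unadjusted *P* under 0.05, with the libraries treated as unpaired.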

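From early LPre- to sPre-B cells in Ctrl/*Igh* B1-8hi mice, 8 of the 13 UPR-related genes printed in Fig. 6j were lower and none higher at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, and 9 had an unadjusted *P* under 0.05. With the adjustment over the 13 genes alone the number was also 8. The paper chose these genes by sPre-B cells of cKO against Ctrl. The same Ctrl sPre-B libraries enter this transition, so that the choice itself favours lower values. The Log2FC was −2.84 for *Slc7a5*, −2.82 for *Mthfd2*, −2.45 for *Vegfa*, −1.85 for *Bag3* and −1.50 for *Arxes2*. It was −1.08 for *Asns*, −0.84 for *Aldh18a1* and −0.59 for *Iars1*. *Slc1a4* had a Log2FC of −0.56 (adjusted *P* = 0.0727, same test). Its adjusted *P* was 0.0226 with the replicate number as a block, 0.0350 without the expression filter, and 0.00651 when genotype and replicate number were taken as an animal, which was chosen after the data were seen, over a range from 0.00651 to 0.0883. The Log2FC of *Atf3*, *Atf4*, *Cebpb* and *Chac1* lay between −0.41 and 0.09. In the libraries labelled cKO, a label that the gene-level *Upf1* count cannot check, 9 of the 13 genes were lower in the same transition. The Reactome unfolded protein response set had an NES of 0.55 in Ctrl cells, with an adjusted *P* of 0.971 by gene permutation, and 0.55 with the replicate number as a block. In this set 7 genes were higher and 6 lower.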

Some of the UPR genes were downregulated during the differentiation from early LPre - to sPre-B stage in *Upf1*-Ctrl/*Igh*^B1-8hi^ B cells (GSEA: adj.*P* = 0.060) (Fig. 6j and Supplementary Fig. 6a), suggesting a delayed downregulation of UPR genes during the transition from early LPre- to sPre-B stage in *Upf1*-deficient B cells. Collectively, these data demonstrate that UPF1 is critical for ensuring the transcriptome shift from the early LPre- to sPre-B stage by preventing abnormal expression of genes related to cell cycle, IFN response, and the UPR.

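The effect of the cKO label differed between early LPre- and sPre-B cells for 750 genes at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test of the interaction. It was more positive in sPre-B cells for 467 of them and more negative for 283, and 3687 genes had an unadjusted *P* under 0.05. This test treats the libraries as unpaired. With the replicate number as a block the number was 952, and the alternative set in advance that moved it most was DESeq2, with 1711 genes. When genotype and replicate number were taken as an animal, which was chosen after the data were seen, it was 2142. From early LPre- to sPre-B cells, 887 genes fell and 625 rose by at least 2 in Log2FC both in Ctrl mice and between the libraries labelled cKO. The libraries labelled cKO had no lower *Upf1* count at either stage.

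The paper rests on the higher expression in cKO/*Igh* B1-8hi sPre-B cells of genes that decrease in the Ctrl transition (Fig. 6d) and on gene sets and genes of the cell cycle, the IFN response and the UPR (Fig. 6e, g–j). For the cell cycle it proposes a potential requirement of UPF1 in the lowering of these genes, for the IFN response that UPF1 prevents abnormal expression in sPre-B cells, and for the UPR a delayed lowering. From these it concludes that UPF1 is critical for the change of the transcriptome between the 2 stages.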

### UPF1 downregulates the expression of its target RNAs in early LPre- and sPre-B stages

We next searched for RNAs directly targeted by UPF1 in B cells. It was reported that immunoprecipitation with anti-p-UPF1 (S1111) successfully isolated NMD-target mRNAs, while steady-state UPF1 largely nonspecifically associated with mRNAs^22^. We conducted RNA-immunoprecipitation sequencing (RIP-seq) analysis using anti-p-UPF1 antibody in activated splenic B cells since it was difficult to isolate a sufficient amount of early LPre-B cells for this experiment (Fig. 7a and Supplementary Fig. 7a). We identified 812 p-UPF1-bound RNAs, including prominent NMD targets such as *Smg5*, *Gadd45b*, and *Ddit3* (Fig. 7b and Supplementary Data 3). Gene ontology analysis revealed various functions of UPF1-target mRNAs, such as NF-κB activation and the UPR (Fig. 7c).

**Fig. 7:**
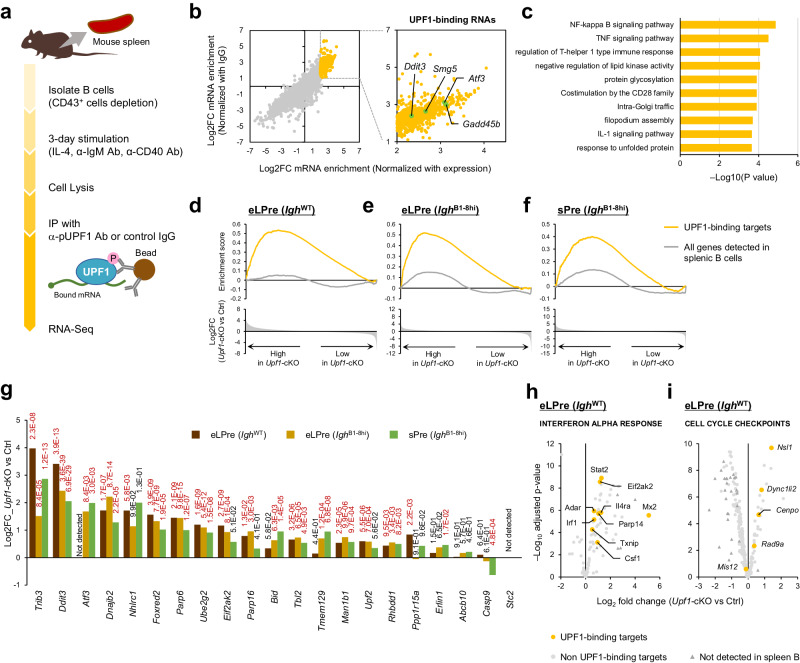
RIP-Seq analysis to determine the direct binding targets of p-UPF1. **a** Scheme used to identify UPF1 target RNAs in B cells with RIP-seq. Isolated splenic B cells were stimulated for 3 days. After stimulation, the B cells were lysed in RNA IP lysis buffer and incubated with anti-phospho-UPF1 Ab bound to protein G magnetic beads. The precipitated RNAs were eluted from the beads and analyzed by RNA-seq. **b** RNAs precipitated with p-UPF1 antibody in splenic B cells. The *x*-axis indicates Log2FC normalized with RNA expression in splenic B cells (input RNAs) and the *y*-axis indicates Log2FC normalized with RNAs precipitated with control IgG antibody. Yellow dots indicate highly enriched RNAs; we defined them as UPF1-binding targets (see “Methods”). Known NMD targets are highlighted in light green. **c** Gene ontology analysis of UPF1-target RNAs. The statistical analyses were performed using Metascape. **d**–**f** Enrichment score plot of UPF1-binding targets (yellow) and all genes detected in splenic B cells (gray) in *Upf1*-cKO vs Ctrl (**d**); early LPre-B, *Igh*^WT^, (**e**); early LPre-B, *Igh*^B1-8hi^, (**f**); sPre-B, *Igh*^B1-8hi^). **g** Comparison of “response to unfolded protein expression (GO:0006986)” gene expression between *Upf1*-cKO vs Ctrl in indicated genotypes and cell types. The number adjacent to each bar indicates adj.*P* (red; adj.*P* < 0.05). Only the genes identified as UPF1-target are shown. The statistical analyses were performed using limma (*Igh*^WT^), and edgeR (*Igh*^B1-8hi^). **h**, **i** Volcano plot comparing *Upf1*-cKO and Ctrl (early LPre-B) of the genes included in INTERFERON ALPHA RESPONSE (**h**) and CELL CYCLE CHECKPOINTS (**i**). Yellow dots indicate the genes identified as UPF1-targets. The statistical analyses were performed using limma.

Interestingly, we found that the RNAs directly targeted by p-UPF1 were enriched in *Upf1*-cKO early LPre-B, cKO/*Igh*^B1-8hi^ early LPre-B cells, and cKO/*Igh*^B1-8hi^ sPre-B cells (Fig. 7d–f). These data suggest that UPF1 directly downregulates the expression of the target mRNAs in both early LPre- and sPre-B stages. 

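The list of p-UPF1-bound RNAs used here came from the part of Supplementary Data 3 that was used, with a Log2FC over IgG of at least 1 and an adjusted *P* under 0.05. It held 1997 genes, of which 1957 were tested, and is not the paper's own list. The paper also required a Log2FC over input of at least 2, a comparison that was not used here. Its control, the enrichment of all genes found in splenic B cells, was not run here either. In early LPre-B cells labelled cKO against Ctrl, its NES was 2.13 with an adjusted *P* of 7e-10 by gene permutation, and 2.13 with the replicate number as a block. The median Log2FC was 0.19, with 658 genes higher and 248 lower at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test. In sPre-B cells the NES was 1.38 with an adjusted *P* of 2.6e-07, the median 0.19, and 636 genes were higher and 256 lower. With a Log2FC over IgG of at least 2, which left 900 genes, the NES was 2.18 and 1.45. With correlation between genes allowed for, the adjusted *P* was 0.139 in early LPre-B cells, over a range from 7e-10 to 0.139, and 0.678 in sPre-B cells, over a range from 4.5e-10 to 0.678. The cKO label was not accompanied by a lower *Upf1* count.

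Of the NMD targets *Gas5*, *Gadd45b*, *Ddit3*, *Smg5* and *Atf3*, all 5 were higher in early LPre-B cells and 4 in sPre-B cells at an adjusted *P* under 0.05, also with the adjustment over the 5 genes alone, by which the remaining gene, *Gadd45b*, was lower in sPre-B cells. *Gas5* (Entrez 14455, chromosome 1, 161034601 to 161038539), which overlaps *Zbtb37* and *Snord47*, had a Log2FC of 2.76 (SE 0.12, adjusted *P* = 1.1e-05, same test) and 1.95 (SE 0.12, adjusted *P* = 3.0e-05, same test). *Ddit3* (Entrez 13198, chromosome 10, 127290793 to 127296291), which overlaps *Mbd6* and *Mars1*, had 2.43 (SE 0.14, adjusted *P* = 2.1e-05, same test) and 2.05 (SE 0.13, adjusted *P* = 3.6e-05, same test). *Smg5* (Entrez 229512, chromosome 3, 88336259 to 88362338) had 1.06 (SE 0.10, adjusted *P* = 1.8e-04, same test) and 0.57 (SE 0.10, adjusted *P* = 0.00313, same test). *Gadd45b* (Entrez 17873, chromosome 10, 80930091 to 80932204) had 1.58 (SE 0.12, adjusted *P* = 6.9e-05, same test) and −0.33 (SE 0.11, adjusted *P* = 0.0529, same test). In sPre-B cells its adjusted *P* was 0.0198 with DESeq2, 0.0343 with the median-ratio factors and 0.0481 with the replicate number as a block. It ranged up to 0.0829 over the alternatives.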

On the other hand, the RNAs identified as UPF1-targets were not enriched in *Cnot3-*deficient or *Zfp36l1/l2*-deficient progenitor B-cells, indicating that not all UPF1-binding RNAs are concurrently regulated by ZFP36L1/L2 or CNOT3 despite the transcriptome similarity between *Upf1*-deficient early LPre- and *Zfp36l1/l2*-deficient progenitor B cells (Supplementary Fig. 7b, c). These results suggest that although the initial dysregulations of RNA metabolism differ, *Upf1*-cKO and *Zfp36l1*/*l2*-DCKO B cells eventually converge toward similar RNA expression profiles.

Since our RIP-seq analysis did not cover the entire transcripts in early LPre- and sPre-B cells, identifying UPF1-target RNAs among all the highly expressed genes in *Upf1*-deficient progenitor B cells posed a challenge (Supplementary Fig. 7d). However, we observed that UPR genes targeted by UPF1 were highly expressed in *Upf1*-deficient early LPre- and sPre-B cells (Fig. 7g). In addition, UPF1-targeted mRNAs in IFN response- or cell cycle-related genes were also highly expressed in *Upf1*-deficient early LPre-B cells (Fig. 7h, i). These findings suggest that UPF1-mediated direct mRNA suppression contributes to the appropriate gene expression status at the early LPre- and sPre-B stages of B cell development.

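Of the 21 genes printed in Fig. 7g, 20 were tested in the *Igh* B1-8hi cells. *Stc2* did not pass the expression filter. In early LPre-B cells labelled cKO, 16 were higher and none lower at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, with a median Log2FC of 0.84, and 17 had an unadjusted *P* under 0.05, each of them higher, as with the adjustment over the list alone. The replicate block also gave 16. In sPre-B cells 15 were higher and 1 lower, or 16 and 1 with the adjustment over the list, with a median of 0.74. Without the expression filter 17 were higher in sPre-B cells. The labels, not the *Upf1* counts, set these directions. *Trib3* (Entrez 228775, chromosome 2, 152337425 to 152344060) had 2.24 ± 0.634 CPM in Ctrl and 6.42 ± 0.327 in cKO early LPre-B cells (SD, n = 2 each), a Log2FC of 1.51 (SE 0.30, adjusted *P* = 0.00620, same test). At the sPre-B stage it had 0.852 ± 0.383 and 6.26 ± 0.628 (SD, n = 2 each), a Log2FC of 2.86 (SE 0.32, adjusted *P* = 3.5e-04, same test). *Casp9* (Entrez 12371, chromosome 4, 141793612 to 141815978), which overlaps *Cela2a*, was lower in sPre-B cells, with 39.4 ± 1.94 against 61.0 ± 2.00 CPM (SD, n = 2 each) and a Log2FC of −0.63 (SE 0.10, adjusted *P* = 0.00147, same test). *Ppp1r15a*, which overlaps *Tulp2*, had a Log2FC of 0.43 in sPre-B cells (adjusted *P* = 0.0392, same test). Its adjusted *P* was 0.0533 with edgeR's likelihood-ratio test and 0.0528 with the median-ratio factors, and with edgeR's exact test, chosen for single genes after the data were seen, it was 0.0545, over a range from 0.0319 to 0.0545. None of the 20 genes differed between the stages in its cKO effect at an adjusted *P* under 0.05, and 4 had an unadjusted *P* under 0.05, with the libraries treated as unpaired. When genotype and replicate number were taken as an animal, which was chosen after the data were seen, 3 of them did, *Trib3*, *Parp6* and *Casp9*.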

## Discussion

In this study, we have elucidated the vital role of UPF1 in B cell development. The disruption in B cell development observed in the absence of UPF1 is directly attributed to the impediment of *Igh* V_H_-D_H_J_H_ recombination during the early LPre-B stage. The association established between UPF1 and V_H_-D_H_J_H_ recombination elucidates a fundamental mechanism, underscoring the indispensable role of UPF1 in orchestrating B cell differentiation from early LPre- to late LPre-B stage through V_H_-D_H_J_H_ recombination in the mouse BM. In addition, UPF1 is essential for sPre-immature B cell differentiation. UPF1 suppresses a specific set of RNAs associated with cell cycle regulation, the UPR, and IFN response during B cell differentiation.

Remarkably, we observed a significant upregulation in the protein expression and phosphorylation of UPF1 during the early LPre-B cell stage, coinciding with the occurrence of V_H_-D_H_J_H_ recombination. Several explanations for this phenomenon are plausible. Firstly, it is conceivable that the translation efficiency of *Upf1* mRNA is augmented in early LPre-B cells. Alternatively, the activity of SMG1 kinase, a key player in UPF1 phosphorylation, might be modulated during B cell differentiation. Subsequent investigations are warranted to elucidate whether specific signaling pathways exist to directly control the translation and phosphorylation of UPF1, thereby exerting precise control over B cell differentiation.

An intriguing question that remains to be addressed is the precise mechanism by which UPF1 orchestrates the regulation of V_H_-D_H_J_H_ recombination in early LPre-B cells. We observed that the loss of cell cycle quiescence in *Upf1-*deficient early LPre-B cells is one potential factor contributing to the inhibition of V_H_-D_H_J_H_ recombination. Moreover, previous studies have provided evidence that germline gene transcripts (GLTs) of *Igh* play a supportive role in DNA recombination^31,32^. Notably, the expression of transcripts originating from the V region of *Igh* was significantly reduced in *Upf1*-deficient early LPre-B cells. In contrast, D_H_-J_H_ recombination, a process preceding V_H_-D_H_J_H_ recombination, proceeded even in *Upf1*-deficient B cells, with the levels of transcripts arising from the D or J region of *Igh* remaining unaltered in *Upf1*-deficient early LPre-B cells. Therefore, this suggests that UPF1 might exert control over the expression of GLTs of the *Igh* V region, potentially initiating V_H_-D_H_J_H_ recombination. Further studies are required to shed light on the intricate mechanisms governing how UPF1 regulates V_H_-D_H_J_H_ recombination.

Through transcriptome analysis, we have identified a spectrum of genes that exhibit differential expression in the *Upf1*-deficient early LPre-B cells. Among these changes, one of the most striking alterations was the marked increase in the expression of ISGs. The abnormally heightened expression of ISGs was attenuated upon the knockout of the IFN receptor, implying the activation of the IFN signaling pathway in *Upf1*-deficient early LPre-B cells. Interestingly, pre-rearrangement of *Igh*, conducted by crossing *Igh*^B1-8hi^ knock-in mice, also inhibited the abnormally high expression of IFN-response genes in *Upf1*-deficient early LPre-B cells. On the other hand, *Upf1*-cKO/*Igh*^B1-8hi^ sPre-B cells, in which V_L_-J_L_ recombination occurs, showed higher expression of IFN-response genes. Given that both *Upf1*-cKO early LPre-B cells and *Upf1*-cKO/*Igh*^B1-8hi^ sPre-B cells undergo DNA recombination at D_H_-J_H_ and V_L_-J_L_ regions, respectively, it is tempting to hypothesize that DNA recombination triggered the aberrant activation of IFN pathway in *Upf1*-deficient B cells. Despite this IFN signaling activation, the B cell developmental blockade was not rectified in *Upf1*/*Ifnar1* double knockout mice. These results suggest that the accumulation of ISGs due to *Upf1* deficiency does not significantly influence the transition from early to late LPre-B cells. It is well documented that spontaneous expression of ISGs can be induced by the abnormal accumulation of double-stranded (ds) RNA, often stemming from disruptions caused by the failure of RNA metabolisms, such as the loss of METTL3, an *N*^*6*^-methyladenosine (m^6^A) methyltransferase^33^, or the absence of an RNA editing enzyme ADAR1^34^. Given that impaired NMD due to *Upf1* deficiency may lead to the accumulation of aberrant mRNAs, it is also possible that UPF1 plays a critical role in suppressing IFN responses by preventing aberrant buildup of dsRNA.

Previous studies have reported that the deficiency of certain other RBPs leads to a halt in B cell differentiation, typically occurring just before the V_H_-D_H_J_H_ recombination^4,7,8,10–12,35^. Among these RBPs, CNOT3 is a component of the CCR4–NOT deadenylase complex, responsible for promoting poly(A) tail shortening in various mRNA decay machinery, including NMD and ZFP36L1/2-mediated mRNA decay. However, our findings indicate that the RNA expression profile of early LPre-B cells in *Upf1*-cKO mice is closer to that of *Zfp36l1/l2*-DCKO B cells than *Cnot3-*cKO B cells. We must mention that the slight disparities in data acquisition methods among these three data sets, such as variations in the gating strategy for early developing B cells, might impact the analysis results. Furthermore, our investigation revealed that the expression of p-UPF1-binding RNAs was not enriched in either *Zfp36L1/L2*-DCKO or *Cnot3*-cKO B cells. In the context of the NMD pathway, RNA degradation is mediated by the NMD-specific endonuclease SMG6, alongside the SMG5 and SMG7 proteins, which recruit the CCR4–NOT deadenylase complex^15,18^. SMG6, under the guidance of UPF1, triggers endonucleolytic cleavage of mRNAs, independent of deadenylation^16,17^. Thus, the SMG6-mediated RNA degradation pathway may exhibit a preference for early LPre-B cells.

An unresolved question pertains to how UPF1 regulates the differentiation from sPre-B cells to immature B cells, a process involving *Ig light chain* recombination and subsequent expression of BCR (IgM) on the cell surface. While *Upf1*-deficient sPre-B cells were capable of undergoing *Ig light chain* recombination, they failed to express BCR on the cell surface. Our investigation revealed elevated expression of UPR genes, some of which are directly targeted by UPF1, in *Upf1*-deficient sPre-B cells. The increased expression of UPR genes in *Upf1*-deficient cells might exacerbate unnecessary UPR, potentially impeding the expression of BCR and its proper transport to the cell surface^28–30,36^. The disruption could hinder the differentiation process from sPre-B cells to immature B cells.

We found that UPF1 directly suppresses a specific set of RNAs associated with cell cycle regulation, the UPR, and IFN responses during B cell differentiation. However, it remains unclear whether UPF1 targets 40 to 60% of highly expressed genes in *Upf1*-deficient progenitor B cells, as the RNAs identified in RIP-seq using splenic B cells did not encompass all the genes expressed in early LPre- or sPre-B cells. Therefore, there is a possibility of additional target mRNAs specifically expressed in early LPre- and sPre-B cells that are regulated by UPF1. Furthermore, considering the dynamic changes in the abundance of phosphorylated UPF1 during B cell differentiation, it is intriguing to investigate whether the binding specificity of UPF1 varies depending on the stages of B cell differentiation.

In summary, this study collectively underscores the intrinsic role of UPF1 as a pivotal factor in the transition from early to late LPre-B and sPre-B to Immature-B differentiation. UPF1 is prerequisite for V_H_-D_H_J_H_ recombination without affecting D_H_-J_H_ recombination. Furthermore, UPF1 ensures the transcriptome dynamics from early LPre- to sPre-B cells. Our findings contribute to a deeper understanding of the intricate molecular mechanisms governing B cell differentiation.

## Methods

### Study approval

All animal experiments were conducted in compliance with the regulations approved by the Committee for Animal Experiments of the Graduate School of Medicine and Institute for Frontier Life and Medical Sciences, Kyoto University.

### Mice

The targeting vector was constructed by inserting a 2.0 kb fragment containing exons 4 to 6 of the *Upf1* gene flanked by loxP sites, 8.0 kb of a 5′ sequence, 1.0 kb of a 3′ sequence, and a neomycin (neo)-resistant gene flanked by FRT sites into a PGKneoF2L2DTA vector. The targeting vector was linearized and transfected into EGR-101 embryonic stem (ES) cells derived from C57BL/6 mice by electroporation, and G418-resistant clones were screened for homologous recombination by PCR and Southern blot analysis. The primers used for PCR are listed in Supplementary Table 1. The successfully recombined clones were microinjected into blastocytes derived from ICR mice and transferred to pseudopregnant females. Mating of chimeric male mice to C57BL/6 female mice resulted in the transmission of the floxed allele to the germline. The *Upf1*^Flox/+^ mice were crossed with FLP-Cre mice (C57BL/6 background) to eliminate the neo gene and then crossed with the indicated Cre expressing mice (C57BL/6 background).

Mb1^cre/+^ mice (C57BL/6 background)^37^ were kindly provided by Dr. Michael Reth (University of Freiburg). V_H_B1-8^high^ knock-in mice (termed in this study as B1-8^hi^) (C57BL/6 background)^25^ were kindly provided by Dr. Michel C. Nussenzweig (The Rockefeller University). Mice were used at 8 to 16 weeks old, male and female, and were age-matched. Mice were euthanized by cervical dislocation. Mice were co-housed with the control mice and maintained under specific pathogen-free (SPF) conditions at Kyoto University animal facility with a 12 h light/dark cycle and access to food and water ad libitum. Room temperature was maintained at 23 ± 3 °C, with a relative humidity of 50 ± 20% and all experiments were performed in accordance with institutional guidelines at Kyoto University.

### Immunoblot analysis

Whole-cell extracts were prepared in lysis buffer (1% (vol/vol) Nonidet P-40, 0.1% (wt/vol) SDS, 1% (wt/vol) sodium deoxycholate, 150 mM NaCl, and 20 mM Tris-HCl, pH 8.0) with PhosSTOP (Sigma) and Protease Inhibitor Cocktail (nacalai tesque) and suspended in SDS sample buffer (50 mM Tris-HCl, pH 6.8, 2% (wt/vol) SDS, 5% (vol/vol) β-mercaptoethanol, 10% (vol/vol) glycerol and bromophenol blue). Proteins were boiled for 5 min at 95 °C. Lysates from the equivalent number of cells were resolved on polyacrylamide gels (e-PAGEL; ATTO) and transferred onto 0.2 μm pore size Immun-Blot PVDF membranes (Bio-Rad). Membranes were incubated with indicated primary antibodies and HRP-coupled secondary antibodies (NA9340; GE Healthcare). The following primary antibodies were used for immunoblot analysis: antibody to UPF1 (NBP1-05967, Novus biologicals), Phospho-UPF1(07-1016, Merck), β-actin (sc-1615, Santa Cruz) The complete list of antibodies used in this study can be found in Supplementary table 2.

### Flow cytometry analysis and isolation of B cell progenitors

Single-cell suspension of splenocytes or BM cells were stained with Fixable Viability Dye eFluor 450, 506, or 780 (65-0863-14, 65-0866-14, or 65-0865-14, respectively, eBioscience) for 30 min at 4 °C and indicated antibody for 30 min at 4 °C, followed by the staining with fluorescent-labeled streptavidin (405225, Biolegend) for 30 min. The cells were washed twice and suspended with FACS buffer (0.5 % BSA and 2 mM EDTA in PBS). Antibodies and fluorescent dyes for flow cytometry analysis were as follows: Biotin anti-mouse CD2 (Biolegend, 100103, clone: RM2-5), PerCP/Cy5.5 anti-mouse CD19 (Biolegend, 152405, clone: 1D3), FITC anti-mouse CD19 (Biolegend, 115506, clone: 6D5), Alexa Fluor 700 anti-mouse CD19 (Biolegend, 115527, clone: 6D5), APC Rat Anti-Mouse CD19 (BD Pharmingen, 550992, clone: 1D3), APC anti-mouse CD25 (Biolegend, 102011, clone: PC61), PE Rat Anti-Mouse CD43 (BD Pharmingen, 561857, clone: S7), FITC anti-mouse IgM (Biolegend, 406505, clone: RMM-1), APC anti-mouse IgM (Biolegend, 406509, clone: RMM-1), PE-Cy7 Rat Anti-Mouse CD45R/B220 (BD Pharmingen, 552772, clone: RA3-6B2), FITC anti-mouse/human CD45R/B220 (Biolegend, 103206, clone: RA3-6B2), PE anti-mouse/human CD45R/B220 (Biolegend, 103208, clone: RA3-6B2), PE anti-mouse CD117 (c-Kit) (Biolegend, 105807, clone: 2B8), PerCP Hamster Anti-Mouse CD3e (BD Pharmingen, 553067, clone: 145-2C11), PerCP/Cy5.5 anti-mouse/human CD11b (Biolegend, 101228, clone: M1/70), PerCP anti-mouse CD11c (Biolegend, 117326, clone: N418), PerCP anti-mouse F4/80 (Biolegend, 123125, clone: BM8), PerCP/Cy5.5 anti-mouse TER-119 (Biolegend, 116227, clone: TER-119), Brilliant Violet 421 Streptavidin (Biolegend, 405225). The anti-CD3e, anti-CD11b, anti-CD11c, anti-F4/80, and anti-TER-119 antibodies were used for the lineage cell staining. For intracellular Igμ staining, BM cells were firstly stained for surface antigens, and then fixed, permeabilized with Intracellular Fixation & Permeabilization Buffer Set (eBioscience), and stained with anti-IgM antibody (406509 (APC), Biolegend) The antibodies used for the flow cytometry analysis are listed in Supplementary table 2. Data were collected using FACSVerse, FACSAriaII, FACSAriaIII or LSRFortessa (BD Biosciences), and analyzed using FlowJo (BD Biosciences).

The B cell progenitors were identified as Pre-pro-B (Lineage^–^, CD19^–^, B220^+^, sIgM^–^), Pro-B (Lineage^–^, CD19^+^, B220^+^, sIgM^–^, CD43^hi^, FSC^lo^, CD25^–^, CD2^–^), early large pre (LPre)-B (Lineage^–^, CD19^+^, B220^+^, sIgM^–^, CD43^+^, FSC^hi^, CD2^–^), late LPre-B (Lineage^–^, CD19^+^, B220^+^, sIgM^–^, CD43^+^, FSC^hi^, CD2^+^), small Pre (sPre)-B (Lineage^-^, CD19^+^, B220^+^, sIgM^–^, CD43^lo^, FSC^lo^, CD25^+^, CD2^+^), immature (Imm)-B (Lineage^–^, CD19^+^, B220^lo^, sIgM^+^), and recirculating (Rec)-B (Lineage^–^, CD19^+^, B220^hi^, sIgM^+^) based on the gating scheme shown in Supplementary Fig. 1a and a previous study^4^, and isolated using FACSAriaII, or FACSAriaIII.

### RNA isolation and RT-qPCR

Cells were lysed in TRIzol Reagent, and the RNA was isolated according to the manufacturer’s instructions. For the isolation of the RNA from sorted cells, RNA was isolated using RNA Clean & Concentrator-5 (Zymo Research). RNA was reverse transcribed by using ReverTra Ace (TOYOBO). cDNA was amplified by using PowerUp SYBR Green Master Mix (Applied Biosystems) and measured with StepOnePlus Real-Time PCR System (Applied Biosystems). To analyze mRNA expression, each RNA level was normalized with 18 s rRNA. The primers are listed in Supplementary Table 3.

### RNA-seq

Early LPre-B cells (*Upf1*-cKO or Ctrl) were sorted and lysed with TRIzol Reagent. The total RNA was isolated with RNA Clean & Concentrator-5 (Zymo Research). Ribosomal RNA was depleted from total RNA samples using NEBNext rRNA Depletion Kit v2. cDNA library was prepared using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB) and sequenced on NextSeq 500 System (Illumina) according to the manufacturer’s instructions. The acquired data was analyzed using Galaxy 2 (Afgan et al., 2018). Briefly, identified reads were mapped on the murine genome (mm10) using HISAT2 (single end, unstranded), and the mapped reads were counted using featureCounts.

For RNA-seq of *Igh*^B1-8hi^, early LPre- and sPre-B cells were sorted and lysed with TRIzol Reagent. The total RNA was isolated with RNA Clean & Concentrator-5 (Zymo Research). Ribosomal RNA was depleted from total RNA samples using MGIEasy rRNA Depletion Kit V1.2 (MGI Tech). cDNA library was prepared using MGIEasy RNA Directional Library Prep Set V2.1 (MGI Tech) and sequenced on DNBSEQ-T7 (MGI Tech). The acquired reads were trimmed using Trim Galore (https://github.com/FelixKrueger/TrimGalore). Trimmed reads were aligned to the mouse genome (mm10) using HISAT2 (paired-end, unstranded), and the mapped reads were counted using featureCounts. The statistical analyses were performed using the edgeR package.

### RIP-seq of splenic B cells

Splenic B cells were isolated by depletion of CD43^+^ cells with autoMACS Pro Separator (Miltenyi Biotec) and stimulated with 5 μg/mL of anti-CD40 antibody (102810, BioLegend), 10 μg/mL of anti-IgM antibody (115-006-020, Jackson ImmunoResearch Inc), and 20 ng/mL of IL-4 (574302, BioLegend) for 72 h to activate the splenic B cells. After the stimulation, the B cells were lysed in RNA IP lysis buffer (0.5 % (vol/vol) Triton-X-100, 150 mM NaCl, 20 mM Tris-HCl (pH 8.0), cOmplete Mini Protease Inhibitor Cocktail without EDTA (Roche), PhosSTOP (Sigma) and 0.2 U/mL RNaseOut (Invitrogen)). A 5% volume of the cell lysate was collected as input and suspended with TRIzol reagent (Invitrogen). The rest lysate was incubated with 5 μg of anti-phospho-UPF1(07-1016, Merck) or normal rabbit IgG (MLB) bound to protein G magnetic beads (Invitrogen) for 3 h at 4 °C with lysates and beads were washed three times with wash buffer (0.1 % (vol/vol) Nonidet P-40, 150 mM NaCl, and 20 mM Tris-HCl (pH 8.0)). The precipitated RNAs were eluted from the beads using a Trizol reagent according to the manufacturer’s instructions. RNA samples were purified with RNA Clean & Concentrator-5. cDNA library was prepared using NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB) and sequenced on NextSeq 500 System (Illumina) according to the manufacturer’s instructions. Proteins were eluted from the beads using an SDS sample buffer and analyzed by immunoblot with the indicated antibodies.

In this study, we defined transcripts precipitated with anti-phospho-UPF1 (Log_2_FC (anti-phospho-UPF1 / normal rabbit IgG) > = 1, adjusted *P* value < 0.05, and Log_2_FC (anti-phospho-UPF1 / input) > = 2, adjusted *P* value < 0.05) as p-UPF1-binding target mRNAs (Fig. 7b, d, e, and f).

### Gene set enrichment analysis

Gene Set Enrichment Analysis was performed using GSEA software (version 4.3.2)^38,39^. Genes were ranked based on signal-to-noise ratio (*Upf1*-cKO vs Ctrl early LPre) or Log2FC (other comparisons) and the enrichment score was calculated (*p* = 1 (weighted)). First, we used hallmark gene sets in the Mouse Molecular Signatures Database (MSigDB)^40^. Next, we used all the gene sets and the identified gene sets were visualized using Cytoscape^41,42^.

To perform enrichment analysis of *Zfp36l1/l2*-DCKO or *Cnot3*-cKO B cells, we analyzed the previously deposited transcriptome data^7,10^. These transcriptome data were respectively obtained from B cell progenitor during V_H_-D_H_J_H_ recombination. The raw data was processed using Galaxy 2 as described above, and the genes were ranked based on Log2FC (KO vs Ctrl). Using the highly (Log_2_FC > = 2, adjP < 0.05) or poorly (Log_2_FC < = − 2, adjP < 0.05) expressed genes in *Upf1*-cKO early LPre B cells the enrichment score was calculated (*p* = 1).

To examine the enrichment of p-UPF1-binding target RNAs in *Upf1*-cKO, *Cnot3*-cKO, or *Zfp36l1/l2* DCKO progenitor B cells, the genes identified in the RNA-seq were ranked based on Log2FC (KO vs Ctrl) and the enrichment score was calculated (*p* = 1). The p-UPF1-binding target mRNAs identified in splenic B cells (described above) were used as a gene set. To exclude the possibility that the genes expressed in splenic B cells were enriched in progenitor B cells of each genotype, the enrichment of whole genes identified in splenic B cells was also examined.

### Gene ontology enrichment analysis of UPF1-taget RNAs

Gene ontology of the identified UPF1-target RNAs was analyzed using metascape^43^.

### V(D)J recombination analysis

Sorted early LPre-B cells were lysed with TRIzol reagent and the genomic DNA was isolated according to manufacturer’s instructions. PCR analyses were performed using published primers as described previously^44,45^ and DreamTaq DNA Polymerase (Thermo Fisher Scientific). Genome DNA samples isolated from wild-type mouse tail was used as negative control. The PCR products were electrophoresed on agarose gels and visualized with EtBr staining. The primers are listed in Supplementary Table 1.

### BrdU assay

The BrdU assay was performed with the FITC BrdU Flow Kit (BD Pharmingen) according to the manufacturer’s instructions. Briefly, BrdU was intraperitoneally injected 24 hours before sacrificing the BM. The Obtained cells were permeabilized, fixed, stained with FITC-conjugated anti-BrdU antibody, and analyzed by Flow cytometry.

### Statistics & reproducibility

The sample size (n) for each group can be determined by the number of individual data points shown in each graph, which are all independent biological replicates. A Two-sided Student’s *t* test was used to examine the statistical analysis for cell count, RT-qPCR. The statistical analyses for RNA-seq experiments were performed using limma or edgeR. No data were excluded from the analyses. No statistical methods were used to predetermine the sample size. The sample size was determined based on feasibility, pilot experiments, and according to published literature. Mouse and in vitro experiments were conducted and successfully replicated with sufficient numbers of mice or biological replicates as indicated in the Figure Legends section. All experiments were successfully repeated at least two times. Randomization was not required in this study because there is no statistic that requires randomization of samples.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

### Source data

Source data

## Data Availability

The raw RNA sequence data generated in this study have been deposited in GEO under accession code GSE234830 (eLPre RNA-seq and RIP-seq) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE234830] and GSE264655 (B1-8^hi^ RNA-seq) [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE264655]. The processed data reported in this paper are provided in the Supplementary Data files. All data supporting the findings of this study are present in the article and/or its Supplementary Information files. Source data are provided with this paper.

# Supplementary material for: UPF1 plays critical roles in early B cell development
**Source:** Nat Commun. 2024 Jul 9;15:5765. doi: 10.1038/s41467-024-50032-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: The Data of RNA-seq analysis of early LPre-B cells (Upf1-cKO vs Ctrl)

File Name: Supplementary Data 2

Description: The Data of RNA-seq analysis of early LPre-B (eLPre) and sPre-B cells from *Upf1*-cKO/*Igh*<sup>B1-8hi</sup> and Ctrl/*Igh*<sup>B1-8hi</sup> mice (eLPre\_cKO vs Ctrl, sPre\_cKO vs Ctrl, Ctrl\_sPre vs eLPre, cKO\_sPre vs eLPre)

File Name: Supplementary Data 3

Description: The Data of RIP-seq analysis using anti-p-UPF1 antibody in activated splenic B cells

How the deposited data were processed for this re-analysis (not part of the article)

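RNA of sorted early LPre- and sPre-B cells from Ctrl/*Igh* B1-8hi and cKO/*Igh* B1-8hi mice was analysed in 8 libraries, 2 for each of the 4 groups. The authors trimmed the reads with Trim Galore, aligned them to mm10 with HISAT2 as paired-end, unstranded reads, and deposited the counts per gene from featureCounts without normalization. The values were checked to be whole numbers with a different total in each library. The table lists genes by Entrez identifier, of which 25275 were named from RefSeq and 95 from the paper's supplement, and 1809 were left without a name. At least 1 count was found for 22889 genes. Totals per library lay between 68516857 and 160426338 counts, with a median of 96210589.5. A level of 3 counts was taken as the smallest that could be shown.

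Counts were analysed in R 4.3.3 with edgeR 4.0.16. TMM factors lay between 0.862 and 1.09. The 17700 genes that passed edgeR's expression filter by group were fitted in a single model with 1 mean per group, with a common biological coefficient of variation of 0.174. The 4 comparisons between groups and the interaction of stage and genotype were tested with the two-sided quasi-likelihood F test, with Benjamini-Hochberg adjustment over all genes tested. The paper names edgeR without naming which of its tests was used. A gene was counted as changed at an adjusted *P* under 0.05, and with a Log2FC of at least 2 or at most −2 where stated.

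Gene sets were tested with fgsea 1.28.0 on genes ranked by Log2FC, with weight 1, a minimum size of 3 genes, 10000 simple permutations and a smallest *P* of 1e-10 before adjustment. Its *P* comes from permuting genes and treats them as independent. The adjustment covered the sets tested within a comparison. Sets of Reactome, the genes printed in the paper's figures and the part of Supplementary Data 3 used here took the place of the hallmark sets, which were not used here.

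The test, its samples, the alternatives and the rule for naming genes were fixed before the data were examined. Named were the genes that the paper names for these samples or prints in its figures, and in each comparison the 3 largest increases and the 3 largest decreases among changed genes whose libraries did not overlap between groups and that had at least 50 counts in each library of the higher group. Not every result under this rule is reported here. Other genes are named with a statement that they were chosen after their values were seen. The alternatives were edgeR's likelihood-ratio and exact tests, DESeq2 1.42.0, median-ratio factors, no expression filter, a block for the replicate number, a fit of only the 4 libraries compared, leaving out the immunoglobulin genes, and leaving out each library in turn. For gene sets they also included a ranking by the signed root of *F*, camera of limma 3.58.1, and the S-phase (43 genes matched) and G2/M (54 genes matched) lists of Seurat 5.3.0. The exact test, the fit of 4 libraries and leaving out the immunoglobulin genes were set for numbers of genes only. The exact test was also read for single genes after the data were seen. With 2 libraries per group, leaving 1 out gives no test of that group, and no *P* was taken from those fits.

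The pairing of libraries comes from the replicate numbers in their labels, and the paper's text does not state whether libraries with the same number share an animal. Each library's deviation from its group mean on the log2 scale was therefore compared across genes between same-numbered libraries. The block was fitted as an alternative, and its result is given for the numbers of genes and for part of the gene sets and single genes. It is not given by itself for the gene sets in sPre-B cells labelled cKO against Ctrl. Libraries of cKO and Ctrl cannot share an animal. Between them the block can stand only for some other feature that a number shares, and the labels name none.

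The method was tested on simulated data with 200 changed genes among 17700 at a Log2FC of 3. Of the 196 changed genes that passed the filter, 186 (94.9%) were recovered and 0 had the wrong direction. Among the unchanged genes 6 were counted as changed at both thresholds, and 16 had an adjusted *P* under 0.05. Of 20 random gene sets, 0 had an unadjusted *P* under 0.05.

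The cKO label could not be checked on the gene-level count of *Upf1*, which was not lower in those libraries. *Cd79a*, the locus of Mb1-Cre, had a lower level in each of the 4 libraries labelled cKO than in the Ctrl libraries of its stage. This goes with the label, as do the 5 named NMD targets, all higher in early LPre-B cells at an adjusted *P* under 0.05. In sPre-B cells 4 of the 5 were higher, and *Gadd45b* had a negative Log2FC. The libraries of *Igh* WT mice and of the RNA immunoprecipitation, the flow cytometry and the PCR assays were not analysed here.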

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

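The tests on the olfactory receptor genes and the one without both Ctrl replicate 2 libraries were chosen only after the result was seen, and the other tests in this part were fixed beforehand. Throughout, the direction of a cKO effect rests on the labels, since the *Upf1* count was not lower in the libraries labelled cKO.

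The effect of the cKO label differed between early LPre- and sPre-B cells for 750 genes at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test of the interaction. By the rule for naming genes, the largest differences toward sPre-B cells were those of *Serpina3n* (10.07 in Log2FC, adjusted *P* = 0.0330, same test), *Gm19261* (7.51, adjusted *P* = 0.0108, same test) and *Eya2* (6.54, adjusted *P* = 0.00344, same test). The largest in the other direction were those of *Ighv1-26* (−5.87, adjusted *P* = 0.0449, same test, but 0.0555 with the replicate block, in a range from 0.00362 to 0.0555), *Ighv1-82* (−4.87, adjusted *P* = 0.0249, same test) and *Ighd4-1* (−4.58, adjusted *P* = 0.0269, same test). Of the genes that the paper names, the effect differed for *Cdkn1a* (1.99, adjusted *P* = 0.00384), *Mthfd2* (1.27, adjusted *P* = 0.0233), *Ifitm1* (−3.27, adjusted *P* = 0.0403) and *Gadd45b* (−1.91, adjusted *P* = 0.00270), from the same test. It also differed for *Gas5* (−0.81, adjusted *P* = 0.0343), which overlaps *Zbtb37* and *Snord47*, and for *Anapc16* (−0.75, adjusted *P* = 0.0148), which overlaps *Ascc1*, from the same test.

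Some of these differences rest on libraries near 0. *Serpina3n* had 0 and 1 counts in early LPre-B cells labelled cKO and 0 and 45 in sPre-B cells, against 598 and 203 and then 15 and 3 in Ctrl, and its value lay between 2.80 and 12.17 across the 8 fits that each left out one library. *Gm19261* had 0 counts in both early LPre-B libraries labelled cKO, and *Ighv1-26* had 1 and 6 counts in early LPre-B and 0 in both sPre-B libraries labelled cKO. *Ighv1-82* had 1 and 0 counts in the latter. For these 4 genes the size of the difference is therefore not measured, and for *Ighv1-26* its direction is not secure either. The *Ighv* genes also have near-identical paralogs. *Ighd4-1* had 5114 and 806 counts in the Ctrl sPre-B replicates.

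Technical explanations were weighed for the cKO effects. Ctrl replicate 2 differs from the other libraries in *Xist* and Y-linked counts. Genes on X and Y made up 2.99% of the 3705 genes past both thresholds in any comparison and 3.41% of the genes tested, a ratio of 0.875, under the limit of 1.5 set beforehand. The sexes differ within each Ctrl group, however, which by itself keeps such genes from passing the thresholds, so that this ratio says little on the sex of the animals. Ctrl replicate 1 has *Xist* counts as the libraries labelled cKO do. Without both Ctrl replicate 2 libraries, 193 of the 218 higher and 351 of the 374 lower genes in early LPre-B cells kept a Log2FC beyond 2, as did 505 of 559 and 238 of 251 in sPre-B cells, the lowest share being 88.5%. This goes against sex as the source of most of these cKO effects. The 750 genes with a stage difference kept its direction, with a median size of 1.23 in place of 1.28. These genes had been chosen with both libraries in the fit, which favours such a result, and these fits give no *P*. Across genes, which are not independent replicates, Spearman's rho with the Log2FC was −0.0369 for transcript length in early LPre-B and −0.0695 in sPre-B cells, and −0.0657 and −0.0878 for expression level. These values go against length and depth as the source of the cKO effects as a whole. They do not address the difference between the stages gene by gene, and a difference between library batches could not be tested. The differences between the stages may follow from the deletion, from the state of the cells at each stage, or from that untested difference, and they cannot be told apart here. The number of genes also depended on the test, with 1508 by edgeR's likelihood-ratio test and 2142 when genotype and replicate number were taken as an animal, which was chosen after the data were seen.

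A signal outside the genes that the paper discusses was seen in 8 olfactory receptor genes on chromosome 16, *Olfr164* to *Olfr171*, which lie between 24950 and 363313 bases from *Iglv2*. Together they had 64.7 ± 6.80 CPM (SD, n = 2) in sPre-B cells labelled cKO and 8.51 ± 2.67 (SD, n = 2) in Ctrl sPre-B cells, or 69.4 and 8.77 per total counts without TMM factors. In early LPre-B cells the means were 3.20 and 0.206 CPM. All 8 genes were higher in sPre-B cells at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, and 6 in early LPre-B cells. *Olfr167* to *Olfr171* had at most 2 counts in each Ctrl sPre-B library, so that their folds are not measured. The Log2FC in sPre-B cells was 2.41 for *Olfr164*, which had 501 and 685 counts in Ctrl, and 4.48 for *Olfr165*, which had 55 and 39. Olfactory receptor genes have close paralogs. *Olfr167*, which the paper's supplement calls *Or2l5*, had 0 counts in both Ctrl sPre-B libraries and was at least 52-fold higher in cKO, and *Olfr170* was at least 12-fold higher. A rise of olfactory receptor genes across the genome was tested on the 29 such genes elsewhere, whose median Log2FC in sPre-B cells was 1.75, with 12 higher at an adjusted *P* under 0.05, so that in sPre-B cells the rise was not limited to this region. In early LPre-B cells their median was 0.28, with 2 higher. More transcription of the *Igl* locus itself was tested on its V, J and C genes, whose median was −1.15 in sPre-B cells, with 8 of 9 lower, which goes against it at that stage. At the early LPre-B stage the median was 0.20, with 4 higher at an adjusted *P* under 0.05, and the summed level of the locus was 11.2 and 11.6 CPM in cKO against 3.52 and 5.68 in Ctrl, so that at that stage more transcription of the locus remains open. Transcription extending from the *Igl* locus was tested by distance. Counts per kb in sPre-B cells labelled cKO fell with distance over the 8 genes (Spearman's rho −0.833, exact *P* = 0.0154 over 40320 permutations), but 8 neighbouring genes are not independent, and this could not separate read-through from a change of the region's own activity. The rise in sPre-B cells may belong in part to a wider rise of such genes, and it cannot be told apart from transcription extending from the locus.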

How the results depend on the processing

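The animal block, the crossed block, leaving out both Ctrl replicate 2 libraries together and the use of the exact test for single genes were chosen after the data were seen, and all other alternatives in this part were set beforehand.

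The numbers of genes past both thresholds stayed within 1.5 times the reported ones in each of the 4 comparisons under each alternative. The number of genes with a stage difference in the cKO effect moved from 750 to 1508 with edgeR's likelihood-ratio test, 1711 with DESeq2 and 1575 without the expression filter, and to 2142 with the animal block, in which genotype and replicate number stand for an animal. It stayed between 748 and 952 under the others. The number of changed light chain V genes lay between 19 and 27. The causes were not tested.

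For gene sets, the test that allows for correlation between genes (camera) moved the most results. In Ctrl sPre- against early LPre-B cells, the adjusted *P* of the cell cycle and E2F sets was 0.162, over a range from 1.5e-10. At the early LPre-B stage, it was 0.139 for the p-UPF1-bound RNAs, over a range from 7e-10, and 0.972 for interferon gamma signaling, over a range from 0.00132. It was also 0.972 for the E2F, unfolded protein response and interferon alpha/beta sets, whose direction was reversed. In sPre-B cells, it was 0.678 for the E2F set, interferon gamma signaling, the p-UPF1-bound RNAs and both sets of genes from the Ctrl transition, and 0.902 for the cell cycle set, where the range began at 4.83e-08. It was also 0.902 for the unfolded protein response and interferon alpha/beta sets, whose direction was reversed. In the Ctrl transition camera passed neither set, although 356 of 482 cell cycle genes and 24 of 28 E2F genes were lower. A high *P* from camera therefore says little against a change.

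With genes ranked by the signed root of *F*, the NES in early LPre-B cells was −1.33 for the cell cycle set (adjusted *P* = 0.0111 by gene permutation, within a range from 0.0102 to 0.994) and 1.12 for interferon gamma signaling (adjusted *P* = 0.428, within a range up to 0.972). It was reversed for the E2F set (0.82), the unfolded protein response (0.75) and interferon alpha/beta signaling (0.84), and in sPre-B cells for the last of these (0.81). Without the expression filter, the NES was reversed for the E2F set in early LPre-B cells (0.60) and in sPre-B cells for the unfolded protein response (−0.35) and interferon alpha/beta signaling (1.22). In sPre-B cells it was then 1.09 for the cell cycle set (adjusted *P* = 0.267, within a range up to 0.902) and 1.22 for interferon gamma signaling (adjusted *P* = 0.220, within a range up to 0.678). With the G2/M list in place of the cell cycle set, the NES in early LPre-B cells was −1.72 (adjusted *P* = 0.0102, the lowest of its range). The causes were not tested. The sets with reversed directions had an adjusted *P* of at least 0.991 in the reported fit.

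Across the 8 fits that each left out one library, the NES in the Ctrl transition lay between −2.97 and −2.45 for the cell cycle set, −2.51 and −2.22 for the E2F set, and −0.50 and 0.82 for the unfolded protein response. It lay in early LPre-B cells between −1.09 and −0.71 for the cell cycle set, −0.63 and 0.53 for the E2F set, −0.74 and 0.52 for the unfolded protein response, −0.66 and 0.88 for interferon alpha/beta signaling, 1.23 and 1.78 for interferon gamma signaling, −0.90 and 1.94 for the list of 18 interferon-alpha genes, and 1.87 and 2.10 for the p-UPF1-bound RNAs (7 fits gave a value). In sPre-B cells, it lay between 0.82 and 1.65 for the cell cycle set, 1.29 and 1.79 for the E2F set, −0.47 and 0.48 for the unfolded protein response, −0.66 and −0.53 for interferon alpha/beta signaling, 1.28 and 1.78 for interferon gamma signaling, −1.20 and 1.45 for the list of 18 genes, and 1.07 and 1.43 for the p-UPF1-bound RNAs. It lay between 1.77 and 2.04 for the genes that decreased in the Ctrl transition and −1.77 and −1.64 for those that increased (7 fits gave a value).

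In the same fits, which give no *P*, the genes reported past both thresholds were followed, so that their number cannot grow. Those that kept a Log2FC beyond 2 were between 735 and 814 higher and 1315 and 1498 lower in the Ctrl transition, and between 1143 and 1277 higher and 1050 and 1158 lower in the transition between libraries labelled cKO. They were between 184 and 218 higher and 332 and 374 lower in early LPre-B cells, and between 462 and 559 higher and 224 and 251 lower in sPre-B cells.

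Same-numbered libraries of sPre-B cells labelled cKO and Ctrl deviated together with a correlation across genes of 0.0858, which was −0.199 among the 9814 genes with a log2 CPM over 3. Among those genes it was 0.224 between the genotypes in early LPre-B cells, 0.534 in the Ctrl transition and 0.418 in the transition between libraries labelled cKO, so that the sign in sPre-B cells depended on the genes taken. With the replicate number as a block, 564 genes were higher and 256 lower, and with the replicate numbers of cKO exchanged, 557 and 261. In the transitions, the animal block gave 835 higher and 1508 lower genes in Ctrl and 1302 and 1169 between the libraries labelled cKO.

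Among 219 results for named genes, 1313 of 1349 alternatives kept the direction and the side of the threshold, 4 fell short of it, 30 newly passed it and 2 were reversed. Those 2 came from the replicate block in early LPre-B cells, with a Log2FC of −0.56 for *Ifi44* and 0.039 for *Ifitm1*. With the animal block, the stage difference in the cKO effect passed the threshold for *Ifi44* (2.61, adjusted *P* = 0.00586 by the quasi-likelihood test, the lowest of a range up to 0.538) and *Ddx60* (1.18, adjusted *P* = 0.00988, same test, the lowest of a range up to 0.323), and for 5 of the 10 genes of Fig. 2f and 3 of the 20 of Fig. 7g, where none passed without it and 5 and 4 had an unadjusted *P* under 0.05. Whether same-numbered libraries share an animal is not known.

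With 2 libraries per group, *Ifi44* and *Mx2*, whose replicates differed strongly, lay on either side of the threshold in sPre-B cells, depending on the alternative. In early LPre-B cells the adjusted *P* over the alternatives was at least 0.651 for *Ifi44* and at most 0.0161 for *Mx2*. Folds against groups at or under 3 counts are lower bounds.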

Differences from the paper's values

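The exact test for single genes was chosen after the result was seen, and the other tests in this part were not. Of 97 values compared with the paper's by size, which took in the adjusted *P* of only *Ifi44* and *Ddx60*, these 2 adjusted *P* differed. None of the 86 Log2FC values among the 97 did, with a largest difference of 0.156. The adjusted *P* of other named genes was compared by its side of the threshold. For *Ifi44* in sPre-B cells, the adjusted *P* was 0.0998 from edgeR's quasi-likelihood test, and the paper's value is 0.0155. The 5 alternatives set for single genes before the data were examined each gave a value more than 1.5 times above or below the paper's, with 0.0347 by edgeR's likelihood-ratio test, 0.104 by DESeq2, 0.104 with the median-ratio factors, 0.0103 without the expression filter and 0.108 with the replicate block. The exact test of edgeR gave 0.0424. For *Ddx60* in sPre-B cells, the adjusted *P* was 0.0330 from the quasi-likelihood test, and the paper's value is 0.00309. The same 5 alternatives again differed from it by more than 1.5 times, with 0.00736 by edgeR's likelihood-ratio test, 0.00132 by DESeq2, 0.0364 with the median-ratio factors, 0.00151 without the filter and 0.0135 with the replicate block. The edgeR exact test gave 0.00792 for *Ddx60* in sPre-B cells labelled cKO against Ctrl.

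*Ifi44* in sPre-B cells, *Mx2* in sPre-B cells and *Oasl1* in early LPre-B cells have an adjusted *P* under 0.05 in the paper and not here. For *Mx2* it was 0.0826 from edgeR's quasi-likelihood test, where the paper's value is 0.0119, and for *Oasl1* 0.103 from the same test, where the paper's value is 0.0278. Without the expression filter it was 0.00629 for *Mx2* and 0.0133 for *Oasl1* by the same test, and for *Mx2* it was 0.0338 with edgeR's likelihood-ratio test and 0.0369 with its exact test, so that these settings put them past the threshold, as they did *Ifi44*.

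From early LPre- to sPre-B cells in Ctrl, 1498 genes were lower and 814 higher, where the paper's numbers are 1533 and 847. Without the expression filter the numbers were 1555 and 847. Of the genes in Fig. 7g, 16 were higher in early LPre-B cells and 15 in sPre-B cells, where the paper shows about 15 and about 13 in Fig. 7g, read by eye. The additional genes were *Erlin1* in early LPre-B cells and *Upf2* and *Ppp1r15a* in sPre-B cells. *Ppp1r15a*, which overlaps *Tulp2*, was not past the threshold with edgeR's likelihood-ratio or exact test or the median-ratio factors. Of the light chain V genes in sPre-B cells, 12.3% were higher, 82.1% unchanged and 5.66% lower, where the paper shows about 13%, about 80% and about 7% in Fig. 6f, read by eye.

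The legend of Fig. 6j describes its marked genes as higher in sPre- than in early LPre-B cells, whereas the paper's text states that some of them decrease. Here 8 of the 13 were lower and none higher at an adjusted *P* under 0.05, with 9 at an unadjusted *P* under 0.05. The way these genes were chosen favours lower values in Ctrl sPre-B cells. The paper reports no enrichment of its interferon gamma hallmark set in early LPre-B cells with the pre-rearranged allele, and the Reactome interferon gamma set had an NES of 1.77 there. The paper reports enrichment of its unfolded protein response hallmark set at both stages, and the Reactome set had an NES of −0.55 in early LPre-B cells and 0.40 in sPre-B cells. These are different gene sets.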

Other observations

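Of the tests in this part, those on the interferon-alpha genes and *Cd79a* and, for the *Ighv* genes, those on the *Ighd* and *Ighj* segments and on the other *Ighv* families were chosen only after the result was seen. The gene families were picked from 18 that were looked through after the values were seen, and the direction of each cKO effect rests on the labels.

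In the libraries labelled cKO, most *Ighv* genes were lower than in Ctrl at both stages. The median Log2FC of the 111 genes tested was −4.70 in early LPre-B cells, with 91 lower at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test, and −4.90 in sPre-B cells, with 84 lower and 2 higher. The sign of both medians was the same with the median-ratio factors, DESeq2 and the replicate block. *Ighv1-19*, *Ighv14-3* and *Ighv1-22* were at least 101-fold, 95-fold and 61-fold lower in early LPre-B cells, and *Ighv1-26* and *Ighv1-81* at least 546-fold and 214-fold lower in sPre-B cells. *Ighv14-2* also had 0 counts in both sPre-B libraries labelled cKO. Near-identical paralogs share reads. The 4 genes with the highest counts changed little, with a Log2FC between −0.47 and 0.20, and the highest of them, *Ighv1-72*, had 213 CPM in cKO and 221 in Ctrl early LPre-B cells and 500 and 470 in sPre-B cells (means of 2 libraries). Both genotypes carry a knocked-in V segment, and under which *Ighv* genes its reads were counted was not determined. The level of these 4 genes, and sums that include them, may therefore be that of the knocked-in segment and not of genes that were spared. The summed level of all *Ighv* genes was 432 and 414 CPM in cKO against 666 and 550 in Ctrl early LPre-B cells, and 1111 and 1014 against 1370 and 1284 in sPre-B cells. Outside the 4 genes, the summed level of the other 107 was 49.6 ± 2.54 CPM in cKO and 202 ± 39.3 in Ctrl early LPre-B cells, and 144 ± 3.07 and 467 ± 56.2 in sPre-B cells (SD, n = 2 each). The paper reports lower *Ighv* transcripts with wild-type *Igh*. If no unrearranged *Igh* allele were left in the cKO mice, the *Ighd* and *Ighj* segments would have fallen to a similar extent. Their median was 0.11 in early LPre-B cells, with 2 of 13 higher and 2 lower at an adjusted *P* under 0.05, and −0.66 in sPre-B cells, with 3 lower, a fall but a smaller one than that of the *Ighv* genes. Mature B cells or plasma cells among the Ctrl cells would have raised 12 marker genes in Ctrl. Their median Log2FC was −0.05 in early LPre-B and 0.25 in sPre-B cells, with 6 positive and 6 negative at each stage. At an adjusted *P* under 0.05, 2 were higher and 2 lower in early LPre-B cells, and 5 and 1 in sPre-B cells. The lowest values were −7.29 and −3.79. Because the markers went both ways, their medians cannot exclude such cells. Reads shared with the knocked-in V segment would have spared other families, but the median of the *Ighv* genes outside the *Ighv1* family was −4.72. That test concerns the fall alone and leaves open whether such reads held up the 4 highest genes. A difference in strain or in the number of unrearranged *Igh* alleles between the genotypes was not tested apart from this, so the pattern cannot be told apart from it. Nor was less V_H-D_HJ_H recombination, which the paper reports without UPF1 for wild-type *Igh*. *Rag1*, picked after its values were seen, had a Log2FC of −2.74 in early LPre-B cells (adjusted *P* = 1.5e-04, edgeR's quasi-likelihood test). In sPre-B cells it had −1.06 (adjusted *P* = 0.00914, same test). *Rag2*, picked likewise and overlapping *Iftap*, had −1.04 (adjusted *P* = 6.8e-04, same test) and −0.15 (adjusted *P* = 0.394, same test).

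The hypothesis that genes higher in cKO early LPre-B cells with wild-type *Igh* are also higher with the B1-8 hi allele was tested on the 302 genes in the part of Supplementary Data 1 used here, of which 301 were tested. The NES was 3.17 in early LPre-B cells and 2.60 in sPre-B cells, each with the smallest *P* that gene permutation can give (1e-10). The median Log2FC was 1.06 and 1.18, with 151 and 161 genes higher and 14 and 9 lower at an adjusted *P* under 0.05 from edgeR's quasi-likelihood test. This is in line with a shared effect at both stages, with the smaller NES of 2.60.

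The hypothesis of a higher level of replication-dependent histone transcripts in cKO was tested on 62 genes, which have near-identical paralogs. Their median Log2FC was −0.74 in early LPre-B cells, at percentile 0 of 10000 random lists matched on expression, and 0.05 in sPre-B cells, at percentile 99.1. At an adjusted *P* under 0.05, 16 and 2 were lower and 0 higher at either stage, and at an unadjusted *P* under 0.05, 0 and 1 were higher. The result in early LPre-B cells went against a higher level at both stages, while in sPre-B cells the list ranked above most random lists.

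A single library may carry the rise of the 18 interferon-alpha genes in sPre-B cells. Their median Log2FC fell to −0.11 when cKO sPre-B replicate 2 was left out. The early LPre-B library of the same genotype label and replicate number showed the same, with a median of 0.25 that fell to −0.41 without it. This goes against a fault of a single library. Whether these 2 libraries share an animal is not stated, and an effect of UPF1 loss and another difference of that replicate cannot be told apart.

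The genes that decrease in the Ctrl transition ranked high in sPre-B cells labelled cKO, and the use of the same Ctrl sPre-B libraries on both sides was tested as its cause. With different Ctrl replicates on each side, the smaller NES was 1.43, so that the shared libraries do not account for the whole of it.

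*Cd79a*, picked after its values were seen, had a Log2FC of −1.77 in early LPre-B cells (adjusted *P* = 1.6e-04, edgeR's quasi-likelihood test) and −2.08 in sPre-B cells (adjusted *P* = 7.0e-05, same test). Mb1-Cre lies in this locus. Loss of a single allele would give −1, and the value furthest from it was −2.08, so that this alone does not account for the decrease. It had 188 and 160 CPM in cKO and 640 and 543 in Ctrl early LPre-B cells, and 405 and 325 against 1478 and 1602 in sPre-B cells, so that *Cd79a* was lower in each library labelled cKO, whereas the *Upf1* count was higher.

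The 16 *Snhg* genes tested had a median Log2FC of 1.65 in early LPre-B cells, with 10 higher at an adjusted *P* under 0.05, and 0.92 in sPre-B cells, with 9 higher. *Snhg12*, which overlaps 4 small nucleolar RNA genes, had 4.85 in early LPre-B cells (adjusted *P* = 1.7e-07, edgeR's quasi-likelihood test), *Zfas1*, which overlaps *Znfx1* and *Snord12*, 4.88 (adjusted *P* = 1.9e-06, same test), and *Zfp600* 4.64 (adjusted *P* = 0.0131, same test). The *Ifnz* cluster of 15 near-identical genes on chromosome 4 had a median of 1.57 in early LPre-B cells, with 13 higher, and 2.67 in sPre-B cells, with 14 higher. *Trav13n-4* was at least 13-fold higher in sPre-B cells. No explanation was tested for these values.

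From early LPre- to sPre-B cells labelled cKO, *Igkv8-24* and *Gm10693* were at least 211-fold and 108-fold higher and *Gm20740* at least 26-fold lower. *H2ac1* had a Log2FC of −8.81 (adjusted *P* = 0.0197, edgeR's quasi-likelihood test) and *Loxhd1* −8.68 (adjusted *P* = 8.1e-06, same test). Across the 8 fits that each left out one library, these values lay between −12.12 and −4.20 for *H2ac1* and −12.75 and −7.52 for *Loxhd1*.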
